# Cortisol Acting Through the Glucocorticoid Receptor Is Not Involved in Exercise-Enhanced Growth, But Does Affect the White Skeletal Muscle Transcriptome in Zebrafish (*Danio rerio*)

**DOI:** 10.3389/fphys.2018.01889

**Published:** 2019-01-14

**Authors:** Arjan P. Palstra, Silvia Mendez, Ron P. Dirks, Marcel J. M. Schaaf

**Keywords:** swimming exercise physiology, hypothalamic-pituitary-interrrenal (HPI) axis, cortisol, glucocorticoid receptor, RNAseq

## Abstract

Forced sustained swimming exercise at optimal speed enhances growth in many fish species, particularly through hypertrophy of the white skeletal muscle. The exact mechanism of this effect has not been resolved yet. To explore the role of cortisol, we first subjected wild-type zebrafish to an exercise protocol validated for exercise-enhanced growth, and showed that exercised zebrafish, which indeed showed enhanced growth, had higher cortisol levels than the non-exercised controls. A central role was therefore hypothesized for the steroid hormone cortisol acting through the Glucocorticoid receptor (Gr). Second, we subjected wild-type zebrafish and zebrafish with a mutant Gr to exercise at optimal, suboptimal, and super-optimal speeds and compared them with non-exercised controls. Exercised zebrafish showed growth enhancement at all speeds, with highest growth at optimal speeds. In the Gr mutant fish, exercise resulted in growth enhancement similar to wild-type zebrafish, indicating that cortisol signaling through Gr cannot be considered as a main determinant of exercise-enhanced growth. Finally, the transcriptome of white skeletal muscle tissue was analyzed by RNA sequencing. The results of this analysis showed that in the muscle tissue of Gr mutant fish a lower number of genes is regulated by exercise than in wild-type fish (183 vs. 351). A cluster of 36 genes was regulated by exercise in both wild-type and mutant fish, and in this cluster genes involved in transcriptional regulation and protein ubiquitination were overrepresented. Because these two processes appear to be regulated in both wild type and mutant fish, which both display exercise-enhanced growth, we suggest that they play an important role in the growth of muscles upon exercise.

## Introduction

Fish can be stimulated to exercise by inducing swimming behavior against a water flow. Interestingly, swimming exercise has been shown to improve the growth rate in a variety of fish species when the fish swim at speeds which can be maintained for long periods of time (Jobling et al., 1993; Davison, 1997; Palstra and Planas, 2011; Davison and Herbert, 2013). The molecular and physiological mechanisms behind this effect are still unclear. Recently, increased growth upon exercise has also been shown in the cyprinid zebrafish *Danio rerio* (Palstra et al., 2010), which has enabled research on the functional mechanisms behind exercise-enhanced growth. The advantages of this highly versatile experimental animal model will be exploited for this purpose in the present study.

This study will focus on the role of the stress hormone cortisol, since it has been shown that species such as rainbow trout (Postlethwaite and McDonald, 1995) and Atlantic salmon (Herbert et al., 2011) lower the secreted levels of cortisol under sustained exercise conditions. Cortisol is a steroid hormone that is secreted upon stress by the interrenal tissue in fish. This secretion is tightly regulated by the hypothalamic-pituitary-interrenal (HPI) axis. Upon acute stress, corticotrophin-releasing hormone (CRH) is secreted from the hypothalamus, which subsequently induces the secretion of adrenocorticotropic hormone (ACTH) from the pituitary gland, which in turn stimulates cortisol secretion from the interrenal tissue.

During stress, the effects of cortisol are mediated by an intracellular receptor, the glucocorticoid receptor (Gr). Upon activation by cortisol, the Gr acts as a transcription factor, regulating the expression of a wide variety of target genes. The zebrafish Gr is encoded by a single gene (Alsop and Vijayan, 2008; Schaaf et al., 2008) and one functional isoform is expressed (Vijayan et al., 2005; Chatzopoulou et al., 2017). Interestingly, most other fish species express two functional isoforms, Gr1 and Gr2, which are encoded by separate genes (Bury et al., 2003; Greenwood et al., 2003). The main result of the transcriptional changes induced by Gr-mediated cortisol signaling is a shift in priorities in the body by eliciting a mobilization of nutrients and oxygen to relevant organs like the heart and brain, while suppressing other systems like growth, reproduction and the immune response (Chrousos and Gold, 1992; Whirledge and Cidlowski, 2010). Considering the catabolic, growth-suppressing effects of Gr-mediated cortisol signaling on muscle tissue (reviewed by Sadoel and Vijayan, 2016), we hypothesized that the lowering of circulatory cortisol levels during exercise allows for the enhancement of muscle growth and hypertrophy.

To test this hypothesis, we have investigated in the present study whether exercise-enhanced growth originates from altered cortisol levels. First, the effects of sustained exercise on plasma cortisol levels were assessed. Second, we investigated the effect of cortisol signaling through Gr on exercise-enhanced growth at suboptimal, optimal, and super optimal swimming speeds. For this purpose, an available Gr mutant zebrafish line (Ziv et al., 2013) was used, which has a mutation in the Gr gene, effectively inhibiting the Gr-mediated effects of cortisol. Contrary to the wild-type zebrafish, Gr mutants should not experience exercise-dependent enhancement of muscle growth. Third, we have studied the transcriptional effects of cortisol during exercise-enhanced growth by RNA sequencing. Since exercise-induced growth mainly reflects hypertrophy of white skeletal muscle, we focused on this tissue. Recently we have performed transcriptome analyses (Palstra et al., 2014), which showed the activation of a series of complex transcriptional networks in white skeletal muscle of wild-type zebrafish in response to exercise. In this study, the cortisol/Gr-dependency of the exercise-induced transcriptional changes has been established.

## Materials and Methods

### Experimental Fish and Conditions

The experimental protocols complied with the current laws of the Netherlands and were approved by the animal experimental committee (DEC Nos. 2012101, 2013091, and 2013169).

Wild-type zebrafish (*D. rerio)* of 3 months old were provided by the zebrafish facilities of the Institute of Biology Leiden (Leiden, Netherlands). A Gr mutant fish line (*gr^s357^*; Ziv et al., 2013) was used which was made available by Dr. Herwig Baier (University of San Francisco). Fish of this line have a point mutation in the DNA-binding domain of the Gr gene, effectively prohibiting all Gr-mediated effects of cortisol.

Fish were housed for 2 weeks in aquaria with fresh water at 28°C at a photoperiod regime of 16L:8D and fed *ad libitum* with automatic feeders twice per day (DuplaRin pellets, Dupla, Gelsdrof, Germany). Water quality was continuously monitored and controlled.

### Experimental Set-Up and Procedure for Exercise in Zebrafish

After 2 weeks in aquaria, fish were either sampled as start group or divided into an exercise and non-exercise group (group sizes shown below). The exercise and non-exercise groups were introduced in Blazka-type 127 L swim tunnels as described by Van den Thillart et al. (2004), one tunnel for each group. The exercise group was subjected to a long-term training protocol as described by Palstra et al. (2010) which involved forced sustained exercise at swimming speeds of 0.3 m s^-1^ or ∼10 BL s^-1^ (suboptimal speed), 0.4 m s^-1^ or ∼13 BL s^-1^ (optimal swimming speed) or 0.5 m s^-1^ or ∼16 BL s^-1^ (super-optimal swimming speed), for 6 h day^-1^ (09.00–15.00 h), for 5 days week^-1^ and for 4 weeks long. The non-exercise group remained at 0.1 m s^-1^.

After three days of acclimatization in the swim tunnels, the training protocol was started. The motor speed of the tunnels with fish of the exercise group was increased slowly from resting conditions (0.1 m s^-1^) to the experimental swimming speeds. After swimming for 6 h, the speed was decreased slowly until the resting flow rate of 0.1 m s^-1^ was reached again. At the minimal flow rate of 0.1 m s^-1^ all fish could move freely in all directions, while at the flow rate of 0.4 m s^-1^ fish were forced to swim against the flow at their optimal speed. No mortality occurred among non-exercised and exercised fish due to experimental treatment.

The swim tunnels were placed in a climatized room and connected to a single storage tank holding a total fresh water volume of 500 L, recirculating continuously over a bio filter keeping water quality parameters consistent. Conditions were maintained at their photoperiod and feeding regime and at a temperature of 28°C. After the 4 weeks experimental period, exercised, and non-exercised fish were released from the tunnels. Fish were anesthetized with clove oil (dissolved 1:10 in 100% ethanol and used at a 1000 times dilution in distilled water) and measured for body weight (BW) and body length (BL; total body length TL in exp. 1, standard body length SL in exp. 2 because some fish had veil tails).

### Experimental Design

Two experiments were performed, and an overview of the design of these experiments is presented in Figure 1. In experiment 1, at the start of the 4 week experimental period fish were either sampled as start group (*N* = 25) or divided into an exercise and non-exercise group (each *N* = 25). The exercise group was forced to sustained exercise at an optimal swimming speed of 0.4 m s^-1^.

**FIGURE 1:**
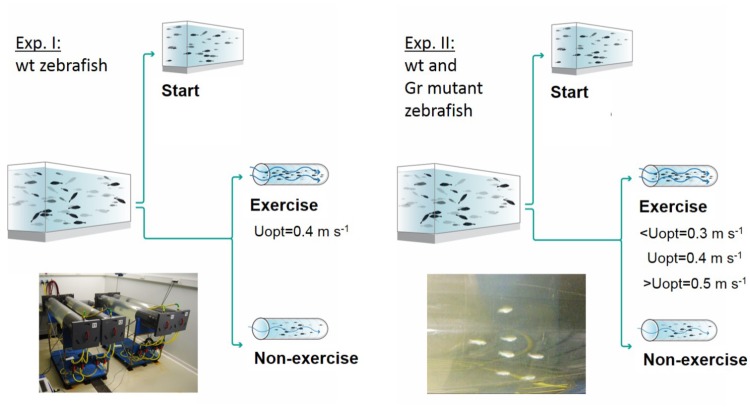
Experimental set-ups. Experiment I was executed with wild-type (wt) zebrafish with a control group sampled at the start of the experiment, a non-exercised group and an exercised group which was subjected to forced sustained swimming at the optimal swimming speed (Uopt) of 0.4 m s^-1^ for a period of 4 weeks in a swim tunnel. Experiment II had a similar set-up but was executed with wild-type zebrafish and Gr mutants. Now there were three exercise groups swimming at the sub optimal (<Uopt), optimal, and super optimal (>Uopt) swimming speeds of 0.3, 0.4, and 0.5 m s^-1^, respectively.

In experiment 2, both Gr mutant and wild-type zebrafish were either measured as start group (*N* = 10 Gr mutant and *N* = 10 wild-type fish) or divided into three exercise groups and a non-exercise group (each *N* = 15 Gr mutant and *N* = 15 wild-type zebrafish). The three exercise groups were subjected to exercise at sub-optimal swimming speed (0.3 m s^-1^ or ∼10 BL s^-1^), optimal swimming speed (0.4 m s^-1^ or ∼13 BL s^-1^) or super-optimal swimming speed (0.5 m s^-1^ or ∼16 BL s^-1^), while the non-exercise group remained at 0.1 m s^-1^.

### Cortisol Measurements Using ELISA

To determine plasma cortisol concentrations, the tails of the fish in experiment 1 were cut and blood was extracted with heparinized micro capillaries. Micro capillaries were then spun for 5 min at 11,000 rpm in a micro centrifuge. Sufficient blood could only be collected for larger fish: *N* = 5 fish of the start group; *N* = 6 non-exercised fish, and *N* = 9 exercised fish. After centrifugation, the plasma was collected in Eppendorf tubes and stored at –80°C for cortisol measurement. Cortisol plasma concentrations were determined by ELISA (Demeditec Diagnostics GmbH, Kiel-Wellsee, Germany), according to the manufacturer’s instructions.

### RNA Isolation From White Muscle Tissue

After the 4 weeks experimental period in experiment 2, the white muscle fillet was dissected dorsally from the lateral line in the epaxial quadrant along the whole length of the fish and stored in RNAlater (Ambion) at –20°C. Tissue was lysed in QIAzol Lysis Reagent. A Qiagen TissueRuptor was used to cut up the tissue samples and RNA was extracted using the Qiagen miRNeasy Mini Kit according to the manufacturer’s description (Qiagen Benelux BV, Venlo, Netherlands). RNA was eluted in 50 μl and quantified by Nanodrop (Thermo Fisher Scientific, Amsterdam, Netherlands). Integrity of the RNA was confirmed using an Agilent Bioanalyzer 2100 total RNA Nanoseries II chip (Agilent, Amstelveen, Netherlands).

### Genotyping

Fish were genotyped after experiment 2 so the SL and BW data could be assigned as belonging to Gr mutant or wild-type zebrafish. Extracted total RNA was reverse-transcribed using the iScript^TM^ cDNA Synthesis Kit (Bio-Rad). The cDNA samples were used for genotyping using a custom-designed Kompetitive Allele Specific PCR (KASP) genotyping assay. Finally, *N* = 48 Gr mutant (*N* = 13 non-exercised; *N* = 11 optimal exercised; *N* = 11 suboptimal exercised; *N* = 13 super optimal exercised) and *N* = 45 wild-type (*N* = 12 non-exercised; *N* = 11 optimal exercised; *N* = 10 suboptimal exercised; *N* = 12 super optimal exercised) zebrafish were identified.

### RNAseq: Library Preparation and Sequencing

RNAseq was performed on RNA of fish that rested (*N* = 3) or swam at Uopt (*N* = 3) for each of both Gr mutant and wild-type zebrafish groups to make all cross comparisons possible. Illumina RNAseq libraries were prepared from 1 μg total RNA using the Illumina TruSeq RNA Sample Prep Kit v2 according to the manufacturer’s instructions (Illumina, San Diego CA, United States). All RNAseq libraries (150–750 bp inserts) were sequenced on an Illumina HiSeq2500 sequencer as 1 × 50 nucleotides single-end reads according to the manufacturer’s protocol. Image analysis and base calling were done using the Illumina pipeline. Total yield varied from ∼9 to ∼16 M reads per sample.

### RNAseq: Data Analysis

Illumina reads were aligned against the zebrafish genome sequence (GRCz10.80) using TopHat (version 2.0.5; Trapnell et al., 2009). Secondary alignments of reads were excluded by filtering the files using SAMtools (version 0.1.18; Li et al., 2009). Aligned fragments per predicted gene were counted from SAM alignment files using the Python package HTSeq (version 0.5.3p9; Anders et al., 2015). In order to make comparisons across samples possible, these fragment counts were corrected for the total amount of sequencing performed for each sample. As a correction scaling factor, library size estimates determined using the R/Bioconductor (release 2.11) package DESeq (Anders and Huber, 2010) were employed. Read counts were normalized by dividing the raw counts obtained from HTSeq by its scale factor. Detailed read coverage for individual genes was extracted from the TopHat alignments using SAMtools. Raw RNAseq data (reads) have been submitted to NCBI’s Gene Expression Omnibus (GEO) as GSE120253 study with sample accession numbers GSM3396885 – GSM3396896^1^.

Comparisons were made between Uopt and non-exercised groups for both Gr mutant and wild-type zebrafish. This way, the molecular regulation of physiological processes that characterize the effects of exercise in the white skeletal muscle could be determined. Then, these exercise effects were compared between Gr mutant and wild-type zebrafish in order to identify the communalities and differences between mutants and wild-type zebrafish in response to exercise. Particularly, it is expected that this will raise insight into the role of the Gr in the response to exercise. Gene expression of differentially expressed genes, both up- or downregulated, was functionally characterized and classified using DAVID 6.8 (The Database for Annotation, Visualization and Integrated Discovery, Huang et al., 2009a,b).

### Statistics Biometric Data

Statistical analyses were carried out with IBM SPSS Statistics 22.0. Datasets were first tested for normal distribution with Kolmogorov–Smirnov tests and all data were normally distributed. As for experiment I, one-way ANOVA was performed with Tukey *post hoc* testing. As cortisol exponentially increased, log transformed data were tested. As for experiment II, treatments for each of the groups (wild-type or Gr mutant) were tested similarly. Responses to exercise were determined for each treatment vs. the controls at the start within each group, and then pairwise compared between groups with Student *t*-tests. Differences at *P* ≤ 0.05 were considered significant. Data are presented as averages ± standard errors (AV ± SE).

## Results

### Exercise-Enhanced Growth and Cortisol Levels in Wild-Type Zebrafish

In the first experiment, the effects of exercise at optimal swimming speed were tested on size and cortisol levels (Figure 2). Exercise effects were highly significant for length (*P* = 0.007), weight (*P* = 0.001) and cortisol levels (*P* = 0.009). Exercised fish were significantly longer than fish at the start of the experiment (*P* = 0.006; 7.3%). They were 5.6% longer than non-exercised fish but this difference was not significant (*P* = 0.062; Figure 2A). Exercised fish were significantly heavier (39.1%) than non-exercised fish: 0.32 ± 0.01 vs. 0.23 ± 0.02 g, respectively (*P* < 0.001; Figure 2B). Non-exercised fish tended to have a lower weight when compared to the fish of the start group (*P* = 0.063).

**FIGURE 2:**
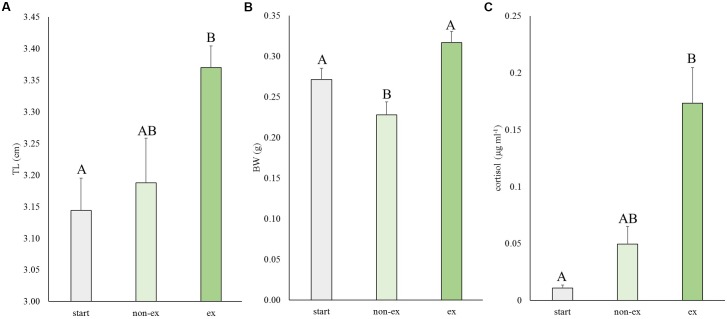
Experiment I: Exercise effects on size and cortisol levels. **(A)** Total length (TL), **(B)** body weight (BW), and **(C)** cortisol levels in wild-type fish at the start of the experiment and after 4 weeks without or with subjection to the daily exercise protocol (non-ex/ex). Differences in letters mark significant differences (*P* < 0.05).

The average cortisol levels were 3.5-fold higher in exercised fish vs. non-exercised fish (0.173 ± 0.031 vs. 0.049 ± 0.016 μg ml^-1^, respectively) but due to high individual variation this difference was not significant. Cortisol concentrations of exercised fish were significantly different (*P* = 0.007) from cortisol data of fish of the start group (0.011 ± 0.003 μg ml^-1^).

### Exercise-Enhanced Growth in Wild-Type and Gr Mutant Zebrafish at Different Swimming Speeds

In the second experiment, the effects of exercise at suboptimal, optimal, and super optimal swimming speed were tested on size of Gr mutant and wild-type zebrafish (Figure 3). In general, exercise enhanced growth similarly in the mutant and wild-type fish. Both groups increased in length and weight over time under exercise conditions (group and treatment effects were highly significant for length, *P* < 0.001 for both groups, and weight, *P* = 0.016 for wt and *P* < 0.001 for Gr mutants, without significant interaction). The growth patterns indicated most pronounced growth when swimming at Uopt (*P* < 0.01). Gr mutants swimming at Uopt were on average 0.12 g (*P* < 0.001; 40%) heavier than the controls at the start and 0.09 g (*P* = 0.018; 27%) heavier than the non-exercised fish. Despite the fact that Gr mutants are bigger than wt fish, comparison of treatment effects between both groups showed that groups similarly responded with growth to exercise. Only Gr mutants swimming at super optimal speed showed a significantly different response in weight than the wild type fish that were swimming at this speed (*P* = 0.008).

**FIGURE 3:**
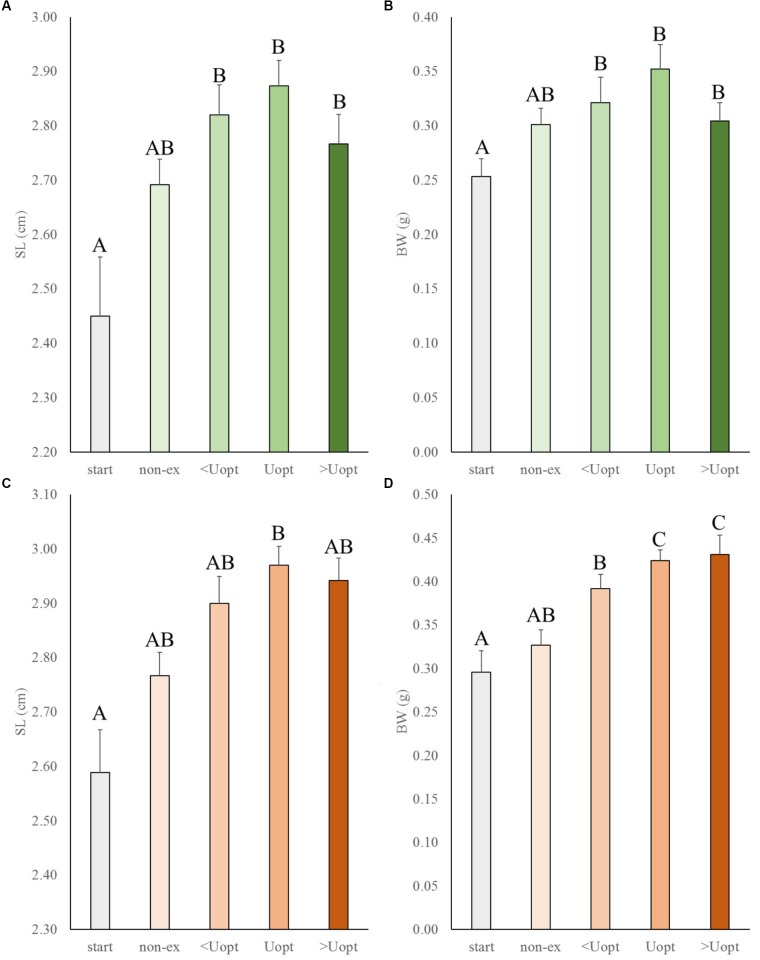
Experiment II: Exercise effects on size in wild-type and Gr mutant zebrafish. **(A)** Standard length (SL) and **(B)** body weight (BW) in wild-type zebrafish (green), and **(C)** SL and **(D)** BW of Gr mutant zebrafish (orange), at the start of the experiment (start), after 4 weeks without (non-ex) and with subjection to the daily exercise protocol swimming at the suboptimal (<Uopt), optimal, and super optimal (>Uopt) swimming speeds of 0.3, 0.4, and 0.5 m s^-1^, respectively. Differences in letters mark significant differences (*P* < 0.05).

### Transcriptome Analysis of Muscle Tissue in Wild-Type and Gr Mutant Zebrafish During Exercise-Enhanced Growth

The transcriptome of white skeletal muscle tissue was analyzed by using RNA sequencing. RNA was collected from wild type and Gr mutant fish, and for both groups non-exercised and exercised (Uopt) fish were used, yielding four experimental groups. 

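RNA of white skeletal muscle was sequenced in 12 libraries, 3 from each of the 4 groups. The exercised fish had swum for 6 h per day on 5 days per week at 0.4 m/s for 4 weeks, and the non-exercised fish were kept at a flow of 0.1 m/s. The Gr mutants carry a mutation in nr3c1 (ENSDARG00000025032), the gene of the glucocorticoid receptor through which cortisol regulates transcription. The authors aligned single-end reads of 50 nucleotides to the zebrafish genome, excluded secondary alignments and counted the remaining reads on each gene. Their deposited values are these counts for every annotated gene, neither normalized nor filtered, with DESeq's fold changes and p-values for each of 4 pairwise comparisons of the groups. Between 11076993 and 13807501 reads were counted on genes in non-exercised wild-type libraries (median 11403762) and between 12038120 and 12936797 in exercised wild-type libraries (median 12125487). The corresponding range was 12126957 to 13894240 in non-exercised Gr mutants (median 13881344) and 7688323 to 12315951 in exercised Gr mutants (median 8606580). The 10 genes with most counts took between 31.1% and 46.1% of the counts of a library.

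Counts were normalized by edgeR's TMM method and are given as CPM (edgeR's counts scaled to a common library size), with the mean and SD of the 3 libraries of a group. Fold changes (fc) are ratios of group means after scaling by DESeq's size factors, the authors' own scale, and a gene whose libraries of a group all hold 3 counts or fewer is given as a lower bound. Differential expression between 3 and 3 libraries was tested with edgeR's quasi-likelihood test on genes with at least 10 counts in at least 3 of the 6 libraries, and an adjusted p-value (Benjamini-Hochberg) under 0.05 was the threshold. Exercised and non-exercised fish were kept in different tunnels, so the spread in the tests of exercise is that among fish of the same tunnel. A difference between the tunnels cannot be told apart from an effect of exercise. An exact permutation test of 3 against 3 libraries cannot give a p-value under 0.1, so none was run on single genes. Expression of nr3c1 was 35.4 ± 7.05 CPM in non-exercised and 52.2 ± 7.05 CPM in exercised wild-type fish, and 43.7 ± 5.89 CPM in non-exercised and 58.3 ± 10.5 CPM in exercised Gr mutants. Single libraries ranged from 27.4 to 59.9 CPM in wild-type fish and from 37.1 to 67.0 CPM in Gr mutants. The log2 difference of the mutants from wild-type fish was 0.31 without exercise (standard error 0.249, adjusted p = 0.569) and 0.13 with exercise (standard error 0.21, adjusted p = 0.792) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so the amount of nr3c1 transcript does not tell the genotype of a library. The first principal component of the log2 CPM values held 25.1% of their variance. It placed the wild-type libraries between -62.6 and -0.2 and the Gr mutant libraries between 5.5 and 57.2.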

In wild type fish, the comparison exercised vs. non-exercised showed significant differential expression of 351 genes at *P* < 0.05 (1.10%). Of these 351 differentially expressed genes (DEGs), expression of 192 genes was upregulated and expression of 159 genes was downregulated by exercising. 

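In wild-type fish, 54 of the 14597 genes tested passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2028 had an unadjusted p-value under 0.05. Exercised and non-exercised libraries did not overlap in 20.5% of all genes tested, where chance gives 10%. Among the tests with an adjusted threshold, the original DESeq test with the dispersion from the mean alone, added after the data had been seen, moved this number most, to 479 genes. DESeq2 called 395 genes, and these included 53 of the 54. With 1 library left out, 16, 9 and 24 genes passed without non-exercised replicates 1, 2 and 3, and 32, 11 and 7 genes without exercised replicates 1, 2 and 3. The authors' deposited adjusted p-values are under 0.05 for 351 genes, the paper's number, and 45 of the 54 genes are among these. The groups did not overlap in 205 of the authors' 351 genes (58.4%), which were chosen by a test on the same libraries. In 57 of the 351 genes, 1 library held over 80% of the reads, and 105 were below the count filter.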

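Of the 54 genes past the threshold in wild-type fish, 33 were higher and 21 lower in exercised fish. Among those with a mean of at least 100 counts, the largest rise was that of rorcb (ENSDARG00000017780), from 0.891 ± 0.209 CPM in non-exercised to 43.3 ± 8.16 CPM in exercised fish (SD, n = 3), with a log2 fold change of 5.62 (standard error 0.278) and an adjusted p of 0.000631 in edgeR's quasi-likelihood test. Next were si:dkey-184p9.7, with a log2 fold change of 4.7 (standard error 0.376), and slc25a32a (ENSDARG00000089791), with 3.44. Expression of slc25a32a rose from 2.62 ± 1.17 to 28.0 ± 10.3 CPM, with an adjusted p of 0.0218 in edgeR's test. The largest falls among them were those of nr1d1, with a log2 fold change of -4.44 (standard error 0.26), si:ch211-132b12.7 (ENSDARG00000068374), with -3.37, and per1a (ENSDARG00000056885), with -3.03. Expression of si:ch211-132b12.7 went from 107 ± 40.8 to 10.3 ± 5.4 CPM (adjusted p 0.0367) and that of per1a from 24.2 ± 2.79 to 2.94 ± 1.45 CPM (adjusted p 0.0217), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The calls of rorcb, si:dkey-184p9.7 and nr1d1 held with any 1 library left out. Of the 6 omissions, slc25a32a passed the threshold only without exercised replicate 2, si:ch211-132b12.7 only without non-exercised replicate 3, and per1a only without exercised replicate 1 or 3.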

In Gr mutants, this comparison showed significant differential expression of 183 genes at *P* < 0.05 (0.57%). Of these 183 DEGs, expression of 49 genes was upregulated and expression of 134 genes was downregulated upon exercise. 

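In Gr mutants, 0 of the 14584 genes tested passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1537 had an unadjusted p-value under 0.05. The lowest adjusted p was 0.0709. DESeq2 called 105 genes and the original DESeq test, with the dispersion from the mean alone and added after the data had been seen, 542. Leaving out non-exercised replicate 3 gave 58 genes in edgeR's test, and leaving out any of the other 5 libraries gave 0. With the original DESeq test there were 450, 333 and 790 genes without non-exercised replicates 1, 2 and 3 and 413, 416 and 184 without exercised replicates 1, 2 and 3. The spread between replicates was larger than in wild-type fish, with a biological coefficient of variation of 0.352 against 0.308. In the authors' deposited table, 477 genes have an adjusted p-value under 0.05. The groups did not overlap in 110 of these 477 genes (23.1%), and in 16.2% of all genes tested here, where chance gives 10% in genes not chosen by a test. Of the 477 genes, 251 had over 80% of their reads in 1 library and 276 were below the count filter.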

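With 0 genes past the threshold in Gr mutants, the directions are those of looser or other settings. Of the 1537 genes with an unadjusted p-value under 0.05, 711 were higher and 826 lower in exercised mutants. At an adjusted p-value under 0.1, 3 genes passed and all 3 were higher. DESeq2 called 62 genes higher and 43 lower, and edgeR called 17 higher and 41 lower without non-exercised replicate 3. The authors' deposited values call 247 genes higher and 230 lower, and 180 of the 247 have over 80% of their reads in exercised replicate 3.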

Comparing exercised and non-exercised fish, the wild-type fish and the Gr mutants have only 36 DEGs in common (Figure 4 and Supplementary Material S1). Of these DEGs, expression of 20 genes was in the same direction and of 16 genes in opposite direction. 

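Since no gene passed the threshold in Gr mutants, 0 genes were shared between the 2 exercise comparisons, as a list of 0 genes allows. At an unadjusted p-value under 0.05, 373 genes were shared, where the sizes of the lists give 208 by chance. DESeq2 gave 23 shared genes against 2.81 expected, and the original DESeq test with the dispersion from the mean alone, added after the data had been seen, 121 against 8.12 expected. Without non-exercised Gr mutant replicate 3, edgeR gave 4 shared genes, and without any of the other 11 libraries it gave 0. The authors' deposited adjusted p-values give 91 shared genes, against 6.65 expected.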

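Of the 373 genes with an unadjusted p-value under 0.05 in both comparisons, 337 (90.3%) changed in the same direction and 36 in opposite directions. All 23 genes shared in DESeq2 changed in the same direction, as did the 4 shared without non-exercised Gr mutant replicate 3. By the authors' deposited values, 30 of the 91 shared genes change in the same direction and 61 in opposite directions, and in the original DESeq test, added after the data had been seen, 46 of 121 did so in the same and 75 in opposite directions. Of the genes past the threshold in wild-type fish, 52 were also tested in Gr mutants, and 50 of these had a log2 fold change of the same sign there. The exceptions were C1GALT1 (1 of 2), whose non-exercised wild-type libraries held at most 3 counts each, and got1, with a log2 fold change of 1.33 in wild-type fish and -0.12 in mutants. Both were singled out after their values were seen. Across these 52 genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.812 and Spearman's rho was 0.795.

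**Figure D1:**
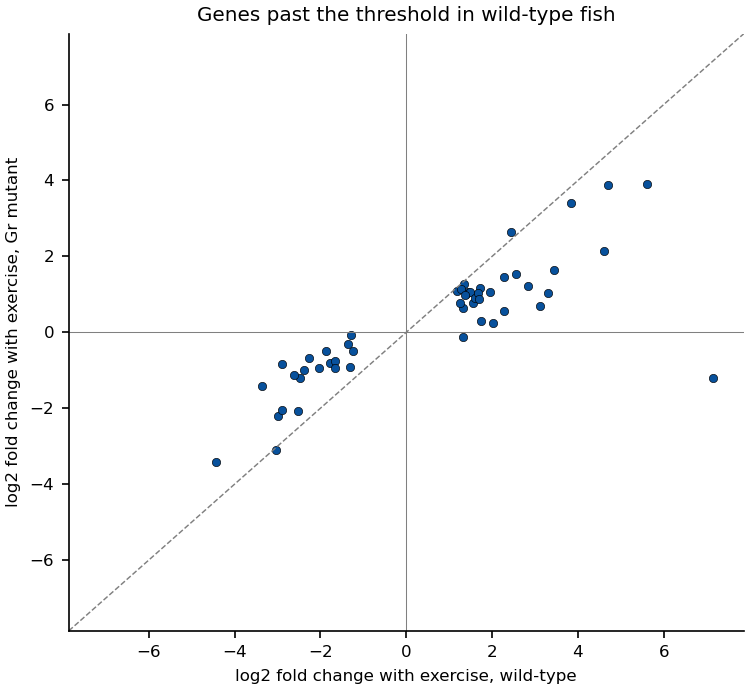
Log2 fold change with exercise in wild-type fish (x axis) and in Gr mutants (y axis) for the 52 genes past the threshold in wild-type fish and tested in both. Each point is a gene, the dashed line marks equal changes, and 50 points lie where both changes have the same sign. The point of C1GALT1 (1 of 2) is a fitted value against a group at the limit of detection.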

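All 54 genes past edgeR's threshold in wild-type fish did not pass it in Gr mutants, and 0 genes passed it in mutants alone. DESeq2 called 372 genes in wild-type fish alone and 82 in mutants alone, and the authors' deposited values call 260 and 386. A gene past a threshold in 1 genotype and not in the other does not by itself respond differently, so the difference between both responses was tested over all 12 libraries as the interaction of exercise and genotype. In edgeR's quasi-likelihood test, 0 of 16056 genes passed the threshold for this interaction, 1347 had an unadjusted p-value under 0.05, and the lowest adjusted p was 0.49. DESeq2 moved this number most among the alternatives with an adjusted threshold, to 32 genes. Leaving out any 1 of the 12 libraries gave 0 genes. On simulated counts with 200 changed genes, the same interaction test found 150 of them (75%). These changes were large and lay in genes with higher counts, and every gene had the same dispersion. The share found does not hold for smaller changes or a larger spread, so 0 genes here do not exclude a different response. The exercise test, simulated on the wild-type libraries alone, found 196 of 200 (98%), and the comparison in mutants was not simulated.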

The wild-type fish have 315 specific DEGs (Figure 4 and Supplementary Material S2) and the Gr mutants have 147 specific DEGs (Figure 4 and Supplementary Material S3). Gene ontology was analyzed for the common (Figure 4) and Gr mutant and wild-type zebrafish specific DEGs. Gene ontology for the 36 common DEGs revealed three annotation clusters with genes involved in transcription factor activity and protein ubiquitination (6 DEGs), zinc ion binding (4 DEGs) and membrane transport (5 DEGs). 

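Genes of muscle atrophy and ubiquitin ligases, a list of 26 genes that includes asb15b, fbxo32 and trim63a, were tested as a set with camera at a preset inter-gene correlation of 0.01. In wild-type fish, 13 of the 25 genes tested were higher with exercise (12 by edgeR's fitted fold changes, whose median was -0.0013), with a median log2 change of 0.12 (adjusted p = 0.202, camera). The median in wild-type fish was -0.09 without non-exercised replicate 2 and -0.07 without exercised replicate 2, and the set passed the threshold without non-exercised replicate 1. In Gr mutants, 20 of 25 were higher (19 with DESeq's size factors), with a median of 0.65 (adjusted p = 1.46e-05, camera). The set stayed past the threshold in mutants without any 1 of the 6 libraries, with medians from 0.445 to 0.837. Of the genes tested one by one, 1 passed the threshold over all genes in wild-type fish and 8 when adjusted over the list alone, and 0 and 4 did so in mutants, where 7 had an unadjusted p-value under 0.05. The list holds 3 genes that the paper shows among the common genes of Figure 4, without which the median was -0.07 in wild-type fish and 0.54 in mutants (adjusted p = 0.000595, camera, chosen after seeing the data), and 2 that also stand in a list of glucocorticoid responsive genes. Over all lists and comparisons, 38 tests by camera gave 15 past the threshold. Of the 38, 6 tested exercise on lists that the study chose by exercise in these libraries, and 11 of the other 32 passed. Of these 11, 4 also passed under fry: collagens in wild-type fish with exercise, the atrophy list in mutants with exercise, and the core clock and glucocorticoid responsive genes between genotypes without exercise. Only the latter 2 did so when fry was adjusted over the 32, a choice made after seeing the data. With the correlation estimated from the data, 0 passed, and the lowest adjusted p was 0.136.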

As these DEGs are shared between both groups that show exercise-enhanced growth, they represent important functions in white muscle physiology during hypertrophy.

**FIGURE 4:**
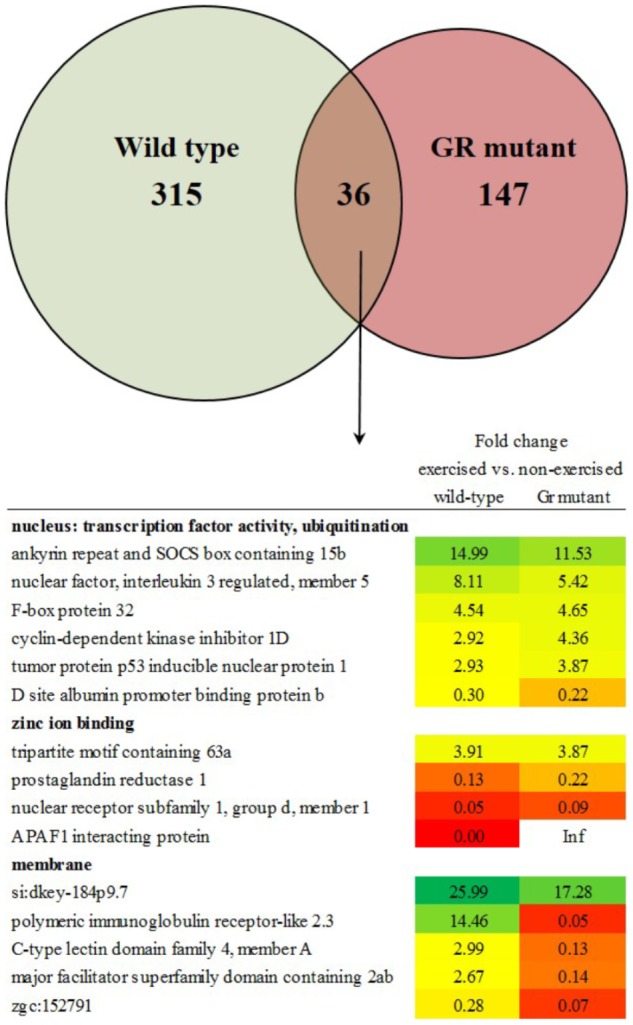
Enriched functional categories of differentially expressed genes (DEGs) specific for wild-type zebrafish, for Gr mutants and the DEGs that both groups had in common. Also shown is the functional annotation clustering of the commonly expressed genes.

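Figure 4 names 15 genes as common, of which 13 were tested here in each genotype. In wild-type fish, 3 of the 13 passed the threshold over all genes and 10 when adjusted over the list alone. In Gr mutants, 0 passed over all genes, 9 did when adjusted over the list alone and 9 had an unadjusted p-value under 0.05. The study chose these genes on the same libraries, so the counts over the list alone are not independent evidence, and a test of the set would be fixed in advance. Of the 13, 9 were higher in exercised wild-type fish, with a median log2 change of 1.45 (between 1.21 and 1.92 with any library left out), and 7 in exercised mutants, with a median of 1.92 (between 1.37 and 2.14).

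Expression of si:dkey-184p9.7 (ENSDARG00000092726) was 4.61 ± 1.36 CPM in non-exercised and 120 ± 45.1 CPM in exercised wild-type fish, with an adjusted p of 0.00639 in edgeR's quasi-likelihood test (n = 3). Its level in mutants was 1.51 ± 0.31 and 22.1 ± 10.3 CPM, with a log2 fold change of 3.87 (standard error 0.409) and an adjusted p of 0.0709. It passed the threshold in mutants without non-exercised replicate 3. Expression of nr1d1 (ENSDARG00000033160) fell from 62.3 ± 13.1 to 2.86 ± 0.536 CPM in wild-type fish (adjusted p = 0.00116, edgeR). In mutants it went from 14.7 ± 17.6 to 1.32 ± 0.705 CPM, with a log2 fold change of -3.40 and an adjusted p of 0.407 in edgeR's test, and the fc of 0.089 was 0.288 without non-exercised replicate 1. Opposite signs were found for CLEC4A (ENSDARG00000059049), with a log2 fold change of 1.59 (standard error 0.636) in wild-type fish and -3.25 (standard error 1.12) in mutants. The interaction of CLEC4A was -4.80 (standard error 1.45, adjusted p = 0.49, edgeR). Of the non-exercised mutants, replicate 2 held 601 counts of CLEC4A against 68 and 13 in the others, and fc in mutants was 0.104 with and 0.531 without that library. For apip, fc was at least 22.0-fold lower in exercised wild-type fish and at least 12.4-fold higher in exercised mutants, where all 97 counts lay in replicate 1. For pigrl2.3, fc was at least 4.47-fold higher in exercised wild-type fish, where replicate 3 held 43 counts, and at least 6.31-fold lower in exercised mutants. Neither gene reached the count filter.

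**Figure D2:**
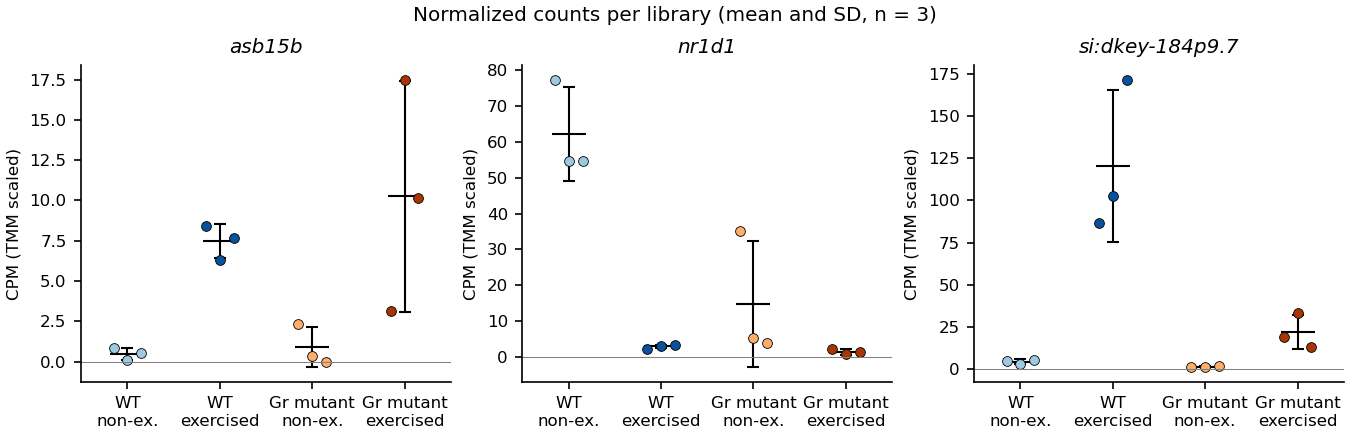
CPM of asb15b, nr1d1 and si:dkey-184p9.7 in each library (points) of the 4 groups, with the mean and SD of 3 libraries (bars). In nr1d1, 1 non-exercised mutant library lies apart from the others of its group, and the SD of 17.6 exceeds the mean of 14.7.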

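Genes of the oocyte and its envelope were measured through a list of 20 genes, among them zona pellucida genes such as zp2.1, zp2.3, zp2.5 and zp3b, chosen after their values were seen. Their summed expression was 4.09, 31.8 and 8.92 CPM in the non-exercised wild-type replicates 1, 2 and 3 (48, 309 and 150 counts) and between 0.752 and 1.49 CPM in the exercised ones. None reached the count filter in wild-type fish. The authors' deposited values call 6 genes of this list in wild-type fish, all lower with exercise. Genes of erythrocytes were measured through a list of 17 genes, among them globin genes such as ba1 and hbaa1, and alas2, slc4a1a, gata1a and tal1. Of these, 11 were tested, and all 11 were higher in exercised wild-type fish. Their median log2 change was 1.09 (adjusted p = 0.0108, camera). The call was lost without non-exercised replicate 2 and without exercised replicate 2, and without the latter the median was 0.265. Their summed expression was 3308 CPM in exercised replicate 2 and between 207 and 635 CPM in the other 5 wild-type libraries. Of the 11 genes, 0 passed the threshold in edgeR's quasi-likelihood test over all genes or adjusted over the list alone, and 6 had an unadjusted p-value under 0.05. The authors' deposited values call 6 genes of this list, all higher with exercise.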

Gene ontology for the 315 specific DEGs for wild-type zebrafish revealed 12 annotation clusters with enrichment scores > 1, with DEGs involved in the zona pellucida; steroid biosynthesis; oxygen transport, heme, and iron; collagen, and others. Gene ontology for the 147 specific DEGs for Gr mutant zebrafish revealed three annotation clusters with enrichment scores > 1, with DEGs involved in hydrolase activity; GTP binding; transport, transporter activity and transmembrane transport.

Thus, after comparing exercised and non-exercised fish, 351 DEGS were found in the wild-type fish and 183 DEGs in the Gr mutants. 

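Table 1 lists 22 genes of muscle growth and structure, among them osgn1, ghrb, mb and the collagens. A list of these with pgr from the text and tpma, a further tropomyosin gene, held 24 genes, and 21 of these were tested in each genotype. In wild-type fish, 18 of 21 were higher with exercise, with a median log2 change of 1.37, and the median stayed between 1.26 and 1.47 with any library left out. In Gr mutants, 18 of 21 were higher (17 by edgeR's fitted fold changes), with a median of 1.02. Without non-exercised Gr mutant replicate 1 that median was 0.522. In edgeR's quasi-likelihood test, 4 genes passed the threshold in wild-type fish over all genes and 17 when adjusted over the list alone. In mutants 0 passed over all genes, 3 did when adjusted over the list alone and 4 had an unadjusted p-value under 0.05. The list was chosen by the study on these libraries, so the counts over the list alone are not independent evidence, and a test of the set would be fixed in advance. Of the 19 genes that the paper reports as changed in wild-type fish, all 19 had the paper's direction here.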

When focusing on DEGs involved in muscle growth and structure (Table 1), a group of 22 appropriate DEGs could be identified which were associated with growth factors, hormones and receptors; myosin and myoglobin, and collagen. 

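Expression of osgn1 (ENSDARG00000052279), the gene of oxidative stress induced growth inhibitor 1, was 9.24 ± 3.41 CPM in non-exercised and 1.98 ± 1.60 CPM in exercised wild-type fish (SD, n = 3). It was 8.55 ± 6.31 CPM in non-exercised and 1.83 ± 0.898 CPM in exercised Gr mutants. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was -2.25 in wild-type fish (standard error 0.571, adjusted p = 0.152) and -2.22 in mutants (standard error 0.577, adjusted p = 0.407). The fc was 0.213 in wild-type fish, or 0.119 without exercised replicate 2, and 0.211 in mutants, or 0.367 without non-exercised replicate 2. DESeq2 called the gene in both genotypes. The interaction of osgn1 was 0.04 on the log2 scale, with an adjusted p of 0.998 in edgeR's test.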

Interesting is the expression of the *oxidative stress induced growth inhibitor 1*, downregulated in both groups. By far most of these genes were, however, differentially regulated when comparing Gr mutant and wild-type zebrafish: genes which were up or down regulated in one group were not significantly regulated in the other group. 

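Whether the genes of Table 1 and the text responded differently in wild-type fish and Gr mutants was tested as the interaction of exercise and genotype in 22 of the 24 genes in that list. None passed the threshold over all genes in edgeR's quasi-likelihood test, 1 did when adjusted over the list alone and 6 had an unadjusted p-value under 0.05. The gene past the threshold over the list alone was ogfrl1, with an adjusted p of 0.00968 there. The study chose the list on these libraries, so the count over the list alone is not independent evidence.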

The most extreme examples are the expressions of *growth arrest-specific 7a* (fc 12.26) and *opioid growth factor receptor-like 1* (fc 9.28) which were upregulated in wild-type zebrafish, and *insulin-like growth factor binding protein 6a* (fc 40.26) and *growth regulation by estrogen in breast cancer 1* (fc 10.61) which were upregulated in Gr mutant fish. Furthermore, expression of several myosin related genes is upregulated in wild-type zebrafish but not in Gr mutant zebrafish. Also nine collagen types were upregulated in wild-type zebrafish but expression of one other type was upregulated in mutants. 

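Expression of gas7a (ENSDARG00000074443) in wild-type fish was 0.116 CPM without exercise, from 2, 0 and 3 counts in replicates 1, 2 and 3, and 1.43 ± 0.513 CPM with exercise. The fc was at least 5.76-fold higher with exercise. In edgeR's quasi-likelihood test gas7a had an adjusted p of 0.0929 in wild-type fish, and a log2 fold change of 1.32 (standard error 0.727, adjusted p = 0.543) in Gr mutants. The interaction of gas7a was -2.07 (adjusted p = 0.65). Expression of ogfrl1 (ENSDARG00000061223) was 0.205 CPM in non-exercised wild-type fish, from 2, 2 and 4 counts, and 1.91 ± 0.481 CPM in exercised ones (fc 9.28). Its log2 fold change was 3.13 (standard error 0.428, adjusted p = 0.0364 in edgeR's test), and DESeq2 gave it no adjusted p. It was not tested in mutants, where exercised replicates held 5, 0 and 4 counts, and its interaction was -4.53 (adjusted p = 0.49). The call of ogfrl1 in wild-type fish was lost without any 1 of the 3 non-exercised libraries, and without any 1 of the exercised ones the gene was below the count filter.

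Expression of igfbp6a (ENSDARG00000070941) rested on 31, 4 and 9 counts in exercised Gr mutants and on at most 2 counts in each library of the other groups. The fc in mutants was at least 6.98-fold higher, and the gene was below the count filter. Expression of greb1 (ENSDARG00000070794) in mutants came from 4, 26 and 7 counts without exercise and 97, 11 and 75 counts with exercise, where it was 6.75 ± 4.44 CPM (fc 8.31, or 14.9 without non-exercised replicate 2). Its log2 fold change in mutants was 3.05 (standard error 0.737, adjusted p = 0.378 in edgeR's test). In wild-type fish greb1 was below the count filter, with at most 8 counts per library. The interaction of greb1 was 3.22 (adjusted p = 0.534).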

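Expression of myhb (ENSDARG00000001993) in wild-type fish was 4.37 ± 2.26 CPM without and 11.2 ± 4.7 CPM with exercise, a log2 fold change of 1.39 (standard error 0.451, adjusted p = 0.231 in edgeR's quasi-likelihood test). In Gr mutants it was 83.8 ± 89.7 and 33.4 ± 18.2 CPM, a log2 fold change of -1.34 that became 0.03 without non-exercised replicate 2. The interaction of myhb was -2.71, with an adjusted p of 0.529. Counts of myo3a (ENSDARG00000010186) in exercised wild-type fish were 154, 10 and 7, and its log2 fold change of 2.2 (standard error 1.09) became -0.31 without replicate 1. Expression of TPM1 (2 of 2) (ENSDARG00000087402), a tropomyosin gene, was 159 ± 33.9 and 431 ± 328 CPM in wild-type fish (adjusted p = 0.273, edgeR), and its fc of 2.7 was 1.55 without exercised replicate 3. Expression of mb (ENSDARG00000031952), the myoglobin gene, was 79.5 ± 14.2 and 260 ± 202 CPM, with 484 CPM in exercised replicate 1 against 91.3 and 204 CPM in the others, and its fc of 3.25 was 1.86 without that library. Its log2 fold change in wild-type fish was 1.72 (standard error 0.541, adjusted p = 0.217, edgeR) and its interaction was -1.89 (adjusted p = 0.689). In mutants mb had a log2 fold change of -0.17, which was 1.09 without non-exercised replicate 3 and 0.22 without exercised replicate 3.

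Myoglobin is abundant in slow muscle, and a list of 20 genes of slow muscle, of which mb also stands in Table 1, was tested as a set. In wild-type fish, 4 of the 16 genes tested were higher (8 by edgeR's fitted fold changes, whose median was -0.09), with a median log2 change of -0.26 (adjusted p = 0.54, camera). The set passed the threshold in wild-type fish without non-exercised replicate 3 and without exercised replicate 1, with medians of -0.97 and -1.11. Over the other omissions the median ran from -7.81e-05 to 0.22, the latter without exercised replicate 2. In Gr mutants, 2 of 16 were higher (1 by edgeR's fitted fold changes), with a median of -0.81 (adjusted p = 5.36e-05, camera), which was -0.43 without exercised replicate 3. The call in mutants was lost under fry and with the inter-gene correlation estimated from the data. Over single genes in mutants, 0 passed the threshold in edgeR's test over all genes or adjusted over the list alone, and 5 had an unadjusted p-value under 0.05.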

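Of 56 collagen genes, 42 were tested in wild-type fish and 33 of these were higher with exercise, with a median log2 change of 0.61 (adjusted p = 9.06e-10, camera). The median stayed between 0.513 and 0.707 with any 1 library left out. In Gr mutants, 43 of 45 were higher (42 with DESeq's size factors), with a median of 0.81 (adjusted p = 3.3e-11, camera), which was 0.441 without non-exercised replicate 1. These p-values rest on the preset inter-gene correlation. With the correlation estimated from the data, neither test passed the threshold. Under fry, adjusted over all 38 tests, collagens passed in wild-type fish and not in mutants. The list holds 10 genes of Table 1, and without these, a choice made after seeing the data, the medians were 0.53 (adjusted p = 0.000177, camera) and 0.73 (adjusted p = 1.09e-07, camera). The summed expression of collagens was between 1913 and 2493 CPM in non-exercised and between 4506 and 5616 CPM in exercised wild-type libraries. Its level in mutants was 2040, 4382 and 10000 CPM in the non-exercised replicates 1, 2 and 3 and between 8461 and 11480 CPM in the exercised ones.

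In edgeR's quasi-likelihood test, 4 collagens passed the threshold over all genes in wild-type fish (col11a1b, col1a2, col5a1 and col12a1b, the last chosen after its values were seen), and 21 did when adjusted over the list alone. In mutants 0 passed over all genes, 2 did when adjusted over the list alone and 9 had an unadjusted p-value under 0.05. With 1 library left out, 0 collagens passed over all genes in wild-type fish, except for col11a1b without exercised replicate 1. Expression of col1a1a (ENSDARG00000012405) was 289 ± 62.6 and 940.3 ± 201 CPM in non-exercised and exercised wild-type fish, with a log2 fold change of 1.71 (standard error 0.27, adjusted p = 0.0587, edgeR). That of col1a2 (ENSDARG00000020007) was 282 ± 64.9 and 903 ± 124 CPM, with 1.69 (standard error 0.254, adjusted p = 0.0459). For col11a1b (ENSDARG00000009014) the values were 43.1 ± 5.56 and 141 ± 10.84 CPM, with 1.72 (standard error 0.192, adjusted p = 0.0201). The remaining 6 of the 9 collagens had log2 fold changes from 1.31 to 2.11 and adjusted p-values from 0.0367 to 0.1 in edgeR's test. In mutants the fc of col1a1a, col1a2 and col11a1b was 2.06, 1.79 and 2.18, and without non-exercised replicate 3 it was 4.14, 3.46 and 3.53. In the interaction, 1 of these 9 collagens, col8a1b, had an unadjusted p-value under 0.05 in edgeR's test (adjusted p = 0.568).

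Expression of col10a1b (ENSDARG00000101535) in Gr mutants was 2.51 ± 2.65 CPM without and 60.7 ± 60.3 CPM with exercise (fc 23.9), with 143, 256 and 922 counts in the exercised replicates. Its log2 fold change was 4.67 (standard error 1.07, adjusted p = 0.371, edgeR) and the fc was 10.6 without exercised replicate 3 and 57.8 without non-exercised replicate 3. In wild-type fish it was 18.6 ± 10.85 and 14.7 ± 20.7 CPM, a log2 fold change of -0.32 whose sign changed without non-exercised replicate 3 (0.28) and without exercised replicate 2 (0.24) or 3 (0.13). The interaction of col10a1b was 4.99 (adjusted p = 0.49).

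**Figure D3:**
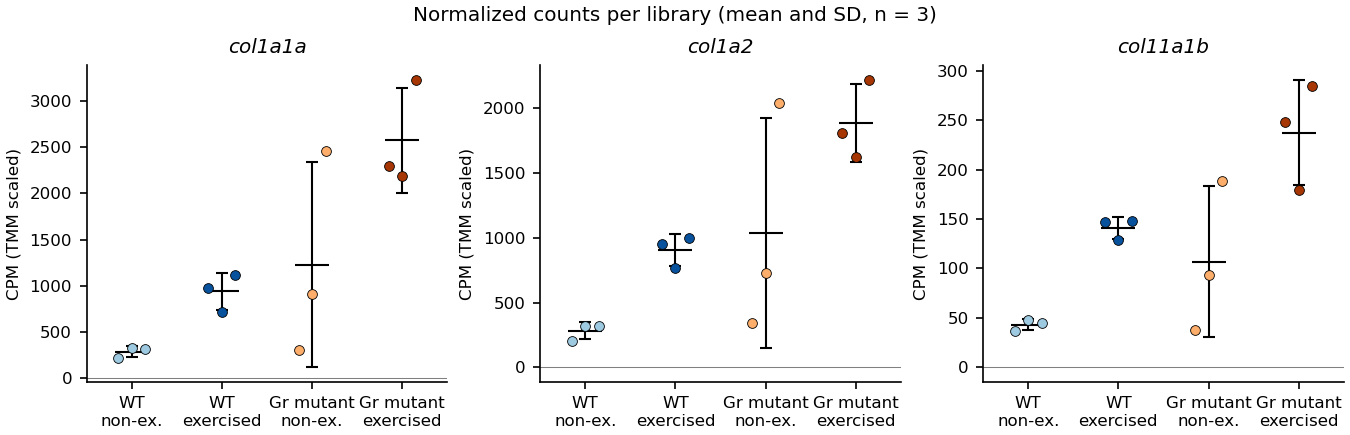
CPM of col1a1a, col1a2 and col11a1b in each library (points) of the 4 groups, with the mean and SD of 3 libraries (bars). The wild-type groups do not overlap, and the non-exercised Gr mutants spread over most of the range between both wild-type groups and beyond it.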

Finally, it is worth mentioning that the *progesterone receptor* was upregulated at fc 13.68 in Gr mutant zebrafish while expression was not significantly differential in wild-type zebrafish.

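Expression of pgr (ENSDARG00000035966), the progesterone receptor gene, rested on few reads. The 3 exercised Gr mutant libraries held 21, 6 and 20 counts and the non-exercised ones 4, 1 and 0, a ratio of means of 18.4 with an SD of 24.8. Without non-exercised replicate 1 the expression was at least 7.97-fold higher with exercise, since the counts left were 1 and 0. The ratio was 15.2 and 12.2 without non-exercised replicates 2 and 3 and 18.9, 22.6 and 13.7 without exercised replicates 1, 2 and 3. In wild-type fish the counts were 1, 5 and 1 without and 0, 0 and 0 with exercise, so that a change was not detectable at this depth. The gene was below the count filter in both comparisons. Without a filter, its interaction had an adjusted p of 0.321 in edgeR's quasi-likelihood test.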

**Table 1:** Genes associated with muscle growth and structure which are differentially expressed in wild-type and/or Gr mutant zebrafish, exercised at Uopt in comparison with non-exercised zebrafish, as fold change.

	Fold change (exercised vs. non-exercised)	
	
Description	Wild-type	Gr mutant
fibroblast growth factor 13a	2.80	n.s.
oxidative stress induced growth inhibitor 1	0.21	0.16
growth arrest-specific 7a	12.26	n.s.
opioid growth factor receptor-like 1	9.28	n.s.
insulin-like growth factor binding protein 1a	3.04	n.s.
growth hormone receptor b	0.32	n.s.
insulin-like growth factor binding protein 6a	n.s.	40.26
growth regulation by estrogen in breast cancer 1	n.s.	6.05
		
myosin, heavy chain b	2.56	n.s.
myosin IIIA	4.32	n.s.
tropomyosin 1 (alpha)	2.70	n.s.
myoglobin	3.25	n.s.
		
collagen, type XI, alpha 2	4.33	n.s.
collagen, type VIII, alpha 1b	3.88	n.s.
collagen, type XI, alpha 1b	3.26	n.s.
collagen, type I, alpha 1a	3.24	n.s.
collagen, type I, alpha 2	3.19	n.s.
collagen, type I, alpha 1b	2.73	n.s.
procollagen, type V, alpha 1	2.57	n.s.
collagen, type VI, alpha 1	2.52	n.s.
collagen, type VI, alpha 2	2.45	n.s.
collagen, type X, alpha 1b	n.s.	10.61

## Discussion

In this study we have shown that exercise enhances growth and that optimal growth occurs at the optimal swimming speed. Moreover, we have shown that exercise increases cortisol levels in zebrafish. By applying swimming exercise physiology to a mutant zebrafish line with a functional knockout of the glucocorticoid receptor, we have investigated the role of cortisol signaling in exercise-enhanced growth. Our results show that cortisol signaling through the Gr receptor is not a main determinant of exercise-enhanced growth. However, RNAseq analysis revealed modulatory effects of cortisol, mediated by Gr, at the transcriptional level in white skeletal muscle tissue during exercise-enhanced growth, which apparently do not affect growth but most likely alter the physiology of the muscle tissue.

### Exercise Enhances Growth

The enhancement of growth by exercise in experiment 1 of this study was highly similar to previously published results (Palstra et al., 2010). Body weight was 39.1% higher in the exercised fish of this study vs. the non-exercised fish, which is very similar to the 41.1% as reported previously. Total length was 5.6% higher in the exercised fish of this study, which is identical to the length increase reported earlier. This validates this experimental procedure with the purpose to enhance growth by exercise and it confirms that zebrafish is a good model to study exercise-induced growth.

In the previous study and in experiment 1 of the present study, the body weight of the non-exercised fish had decreased after the 4 week experimental period. However, in experiment 2 of this study, the non-exercised fish in experiment 2 had increased in weight during the four-week exercise period. Apparently, growth conditions were better in the second experiment. A possible explanation for this difference could be that we briefly increased the flow in the tunnel after feeding in order to remove feed left overs and waste. As both exercised and non-exercised fish showed a better growth rate in the second experiment, the difference in growth between the two groups remained similar.

### Optimal Growth at the Optimal Swimming Speed

Exercised fish showed growth enhancement which was highest at the optimal swimming speed and lower at both sub and super-optimal speeds. This implicates that the optimal swimming speed for growth can be predicted by the optimal swimming speed as determined on basis of respirometry. The optimal swimming speed is the speed at which the lowest oxygen uptake per unit distance, or lowest cost of transport (COT), occurs. The lowest COT can be calculated by equaling the first derivative of the polynomial function of COT vs. speed to zero (Palstra et al., 2008). Hereby we functionally link oxygen consumption to growth performance allowing for high throughput quick scan tests for growth prediction by oxygen consumption. This association was also suggested by Davison and Herbert (2013) on basis of data for several salmonids and yellowtail kingfish. Thus, zebrafish can be added to the list of species that show optimal exercise-enhanced growth at the optimal swimming speed, and this is probably true for more cyprinid species like common carp. In addition, this finding supports the hypothesis that fish reap the benefits of the exercise at a certain optimal swimming speed without wasting energy on aggressive behavior (at speeds which are too low) or using excessive energy for swimming (at speeds which are too high) (Davison, 1997; Palstra et al., 2010).

### Exercise Increases Cortisol Levels

Exercise-enhanced growth is accompanied by higher cortisol levels in zebrafish than occurring at resting conditions. These results are in contrast with results in other fish species like rainbow trout (Postlethwaite and McDonald, 1995; Milligan et al., 2000) and Atlantic salmon (Boesgaard et al., 1993; Herbert et al., 2011), which secrete lower levels of cortisol under sustained exercise conditions than in non-exercised controls. Generally, high circulatory cortisol levels are associated with growth retardation (reviewed by Wendelaar Bonga, 1997). For example, fish subjected to stress-induced increases of cortisol levels show significantly decreased growth rates, even when food intake levels are maintained (Barnes, 2006). But this association may be context-dependent and restricted to situations of distress, while sustained exercise at optimal speeds may increase cortisol levels but still represent a eustress situation (Korte et al., 2005).

### Gr-Mediated Cortisol Signaling Does Not Affect Skeletal Muscle Growth *per se* but Alters Its Transcriptional Regulation

As exercise-enhanced growth occurred similarly in wild-type fish and Gr mutants, we conclude that Gr-mediated cortisol signaling does not affect skeletal muscle growth *per se*. Cortisol signaling through Gr can therefore not be considered as a main determinant of exercise-enhanced growth. The conclusion is also supported by the fact that salmonids show exercise-enhanced growth in combination with decreased cortisol levels (Postlethwaite and McDonald, 1995; Herbert et al., 2011) and a cyprinid like zebrafish in combination with increased cortisol levels (this study). On the other hand, it could be argued that growth enhancement in the Gr mutant is due to residual receptor activity mediating some cortisol effects, but these effects appear to be very subtle (Facchinello et al., 2017).

However, even though exercise-enhanced growth at optimal swimming speed was similar between wild-type and Gr mutant zebrafish, the effects of exercise in wild-types and mutants on muscle gene expression were highly different. 

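Over the 13858 genes tested in both genotypes, Pearson's r between the log2 fold changes with exercise of wild-type fish and Gr mutants was 0.177 and Spearman's rho was 0.201. This is a relation across genes, which are not independent replicates. Of these genes, 7885 changed in the same direction. With 1 library left out, r lay between 0.117 (without exercised wild-type replicate 2) and 0.233 (without exercised wild-type replicate 3). The genes past edgeR's threshold in wild-type fish that were tested in mutants had a median absolute log2 fold change of 1.99 in wild-type fish, and a median of 1.02 in the same direction in mutants. An unadjusted p-value under 0.05 was found in mutants for 25 of them and in the interaction for 20. These genes were chosen by their change in the same wild-type libraries that enter the interaction. A smaller median in mutants and low p-values in the interaction can follow from that choice, so they do not show a different response. From similar growth of both genotypes and a different response of their muscle transcripts, the paper proposes that cortisol acts through Gr on the physiology of the muscle and not on its growth under exercise.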

The differentially regulated functional gene categories between Gr mutant and wild-type zebrafish varied greatly and reflected the functional relevance of Gr-mediated cortisol effects (e.g., Ellis et al., 2012), among others as key controller of fish intermediary metabolism and physiological homeostasis (reviews by Wendelaar Bonga, 1997; Mommsen et al., 1999) under this situation of chronic exercise stress. We therefore suggest that, although muscle growth is not affected by cortisol signaling during exercise, Gr mediated effects of this hormone have great effects on the physiology of the muscle tissue.

When comparing exercised and non-exercised fish, wild-type and Gr mutant zebrafish had 36 DEGs in common. Gene ontology analysis showed that six of these genes belonged to the cellular component *nucleus* and the functional categories protein ubiquitination and transcription factor activity. Since wild-type and Gr mutant zebrafish show similar growth upon exercise, this common category probably represents processes that are crucial for muscle growth. Protein ubiquitination is a protein degradation pathway consisting of the strongly expressed and upregulated expression of genes such as *ankyrin repeat and SOCS box containing 15b* and *F-box protein 32*. 

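Expression of asb15b (ENSDARG00000045863) was 0.497 ± 0.376 CPM in non-exercised and 7.48 ± 1.07 CPM in exercised wild-type fish (SD, n = 3), a log2 fold change of 3.84 (standard error 0.464, adjusted p = 0.0241 in edgeR's quasi-likelihood test). This call was lost with any 1 library left out. In Gr mutants it was 0.886 ± 1.24 and 10.3 ± 7.18 CPM, with 39, 6 and 0 counts in the non-exercised replicates, a log2 fold change of 3.42 (standard error 0.994, adjusted p = 0.427). Its fc in mutants was 11.4, and 57.5 without non-exercised replicate 1. Its mean over the 12 libraries, 4.78 CPM, was above that of 71.7% of the 27035 genes with a count. Expression of fbxo32 (ENSDARG00000040277) was 60.7 ± 43.8 and 277 ± 99.9 CPM in wild-type fish, a log2 fold change of 2.19 (standard error 0.693, adjusted p = 0.22). Its level in mutants was 35.4 ± 54 and 122 ± 100.0 CPM, with 1650, 31 and 73 counts in the non-exercised replicates, and the log2 fold change was 1.78 (standard error 1.24, adjusted p = 0.632). Without non-exercised replicate 1 the fc of fbxo32 in mutants was 28.1 in place of 3.41. Its mean was above that of 98.0% of genes.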

The upregulation of these catabolic genes during muscle growth may be counterintuitive, but these findings are consistent with our earlier findings in zebrafish (Palstra et al., 2014), and data indicating activation of catabolic regulators in hypertrophied muscles in humans subjected to resistance training (Leger et al., 2006). These results suggest an involvement of genes involved in protein degradation and the ubiquitin proteasome pathway or other proteolytic systems in the growth of skeletal muscles upon exercise. The proteolytic processes that these genes moderate may be important in providing the muscle with amino acids under exercise. Increased protein turnover may therefore be a prerequisite for exercise-induced hypertrophy of fast muscle fibers in adult zebrafish, as previously suggested (Palstra et al., 2014). Probably even more important for the mechanism behind exercise-enhanced growth is the common differential expression of several transcription factors such as *nuclear factor, interleukin 3 regulated, member 5*; *tumor protein p53 inducible nuclear protein 1* and *D site albumin promoter binding protein b*. These transcription factors may represent the exercise fingerprint of enhanced growth and indicate the crucial pathways that are at the base of white skeletal hypertrophy as induced by exercise. 

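In wild-type fish, nfil3-5 (ENSDARG00000094965) rose from 8.59 ± 5.04 to 70.1 ± 41.8 CPM (SD, n = 3), a log2 fold change of 3.02 (standard error 0.659, adjusted p = 0.119 in edgeR's quasi-likelihood test). In Gr mutants the values were 12.8 ± 12.0 and 133 ± 117 CPM, with a log2 fold change of 3.41 (standard error 0.92, adjusted p = 0.418), and the fc of 10.3 was 21.9 without non-exercised and 5.42 without exercised replicate 3. Expression of tp53inp1 (ENSDARG00000028017) was 6.12 ± 0.216 and 18 ± 6.67 CPM in wild-type fish, with 1.56 on the log2 scale (standard error 0.279, adjusted p = 0.0742). In mutants it was 6.71 ± 3.67 and 25.0 ± 2.54 CPM, with 1.92 (standard error 0.382, adjusted p = 0.346), and it passed the threshold without non-exercised replicate 3. Expression of dbpb (ENSDARG00000057652) fell from 15.5 ± 9.29 to 4.65 ± 0.362 CPM in wild-type fish, a log2 fold change of -1.73 (standard error 0.397, adjusted p = 0.125). In mutants it was 24.3 ± 32.8 and 7.61 ± 3.78 CPM. The mutant log2 fold change of dbpb, -1.69 (standard error 0.926, adjusted p = 0.543), rested on the 1050 counts of non-exercised replicate 1 and was 0.51 without that library.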

The same may well be true for *oxidative stress induced growth inhibitor 1* of which the downregulated expression will lead to stimulated growth.

Remarkably, expressions of several genes which were considered as key marker genes in a recent study on exercised zebrafish by Rovira et al. (2017) were not differentially regulated in our study. 

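Expression of mtor (ENSDARG00000053196) averaged 20.0 CPM over the 12 libraries, above the mean of 90.3% of the genes with a count. It was 17.2 ± 0.452 CPM in non-exercised and 19.1 ± 1.27 CPM in exercised wild-type fish (SD, n = 3), a log2 fold change of 0.16 (standard error 0.156, adjusted p = 0.693 in edgeR's quasi-likelihood test). In Gr mutants it was 18 ± 3.33 and 25.8 ± 3.78 CPM, with 0.52 (standard error 0.252, adjusted p = 0.508). Between exercised Gr mutants and exercised wild-type fish the log2 difference was 0.39 (standard error 0.191, adjusted p = 0.308).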

Expression of *mechanistic target of rapamycin* (*mtor*), key regulator in the PI3K/AKT/mTOR pathway toward protein biosynthesis in the muscle, was high but not differentially regulated in or between exercised Gr mutant and wild-type zebrafish. 

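Pax7, mef2, the AMPK subunits, ppargc1a, mtor and the androgen receptor gene ar make up 20 genes, all of which were tested. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, none passed the threshold for exercise over all genes or adjusted over the list alone, and 2 in wild-type fish and 1 in Gr mutants had an unadjusted p-value under 0.05. Their log2 fold changes with exercise ran from -0.86 to 0.88 in wild-type fish (lowest adjusted p 0.24) and from -1.07 to 1.10 in mutants (lowest adjusted p 0.449). The paper names them by what they did in these libraries, so no test of them as a set is given. Of the 20, 9 were higher in exercised wild-type fish (10 by edgeR's fitted fold changes), with a median of -0.03 that ran from -0.07 without non-exercised replicate 3 to 0.10 without non-exercised replicate 2. In mutants 14 were higher, with a median of 0.17, from 0.03 without exercised replicate 1 to 0.36 without exercised replicate 2. Expression of ppargc1a (ENSDARG00000067829) was 22.9 ± 26 and 14.7 ± 9.09 CPM in non-exercised and exercised wild-type fish, with 64, 102 and 888 counts in the non-exercised replicates. Its log2 fold change in wild-type fish was -0.64 (standard error 0.799, adjusted p = 0.762) and was 0.91 without non-exercised replicate 3. In mutants it was 2.06 ± 1.06 and 1.78 ± 0.884 CPM, a log2 fold change of -0.15 (standard error 0.531, adjusted p = 0.942) that was 0.16 without non-exercised replicate 3 and 0.13 without exercised replicate 3. Between exercised mutants and exercised wild-type fish, ppargc1a had a log2 difference of -3.03 (standard error 0.537, adjusted p = 0.0281, edgeR), the 1 gene of the 20 past that threshold. Between genotypes of non-exercised fish the log2 difference of ppargc1a was -3.49 and did not pass.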

Neither were the expressions of myogenic transcription factors such as *paired box protein* *pax7* and *myocyte enhancer factor* *mef2* differentially regulated, nor the expression of any of the subunits for *AMP-activated protein kinase* (*prkaa1*, *prkaa2*, *prkab1a*, *prkab1b*, *prkab2*, *prkag1*, *prkag2a*, *prkag2b*, *prkag3a*, *prkag3b*) and *peroxisome proliferator-activated receptor gamma coactivator 1-alpha* (PGC-1α; *ppargc1a*). Therefore we cannot confirm the exercise-induced activation of the PI3K/AKT/mTOR, the mTOR-MEF2 and the AMPK-PGC1α signaling pathways toward muscle growth and proliferation, myogenesis and energy homeostasis, not in wild-type fish, nor in Gr mutants. As Rovira et al. (2017) did not report on growth of their experimental fish, and in our study we find high but no differential expression of these genes, we suggest that these pathways may play a role in muscle growth in general, but not specifically in exercise-enhanced growth.

As mentioned, when comparing exercised and non-exercised fish, wild-type and Gr mutant fish had only few DEGS in common (36) and had many specific DEGs (315 and 147, respectively). Among these specific DEGs were genes encoding growth factors, proteins involved in muscle contraction (e.g., myosins, troponin, and myoglobin) and in the extracellular matrix (e.g., collagens). Most pronounced differences when comparing genes which were differentially expressed between wild-type zebrafish and Gr mutants, were on the one hand the upregulated expressions of several genes in wild-type zebrafish such as *growth arrest-specific 7a* (*gas7a*) and *opioid growth factor receptor-like 1* (*ogfrl1*), while on the other hand the expressions of *insulin-like growth factor binding protein 6a* (*igfbp6a*) and *growth regulation by estrogen in breast cancer 1* (*greb1*) were upregulated in Gr mutants. Both *Growth arrest-specific 7a* as the *Opioid growth factor receptor-like 1* appear to have suppressive effects on growth. Expression of *growth arrest-specific 7a* occurs in cells that enter a quiescent state (Ju et al., 1998) and may have a function in neuronal development (Zhang et al., 2016). The *Opioid growth factor receptor-like 1* binds the opioid growth factor, an endogenous opioid peptide which plays an inhibitory role in cell proliferation during growth (Zagon et al., 2002). *Insulin-like growth factor binding protein 6a* is considered as a negative IGF I or II regulator and therewith functions as indirect muscle growth inhibitor (reviewed by Duan et al., 2010; Fuentes et al., 2013; Vélez et al., 2017). *Growth regulation by estrogen in breast cancer 1* (GREB1) promotes growth by estrogen-dependent proliferation of (breast cancer) cells (Camden et al., 2017). Besides estradiol, it may respond to other closely related steroid hormones and their receptors such as progesterone (Camden et al., 2017) which binds to the strongly upregulated progesterone receptor. As wild-type zebrafish and Gr mutants showed similar exercise-enhanced growth, these differentially regulated genes probably alter the physiology rather than the growth of the muscle tissue. Alternatively, they may indicate compensatory mechanisms in absence of cortisol signaling but leading to the same growth.

Other signaling pathways, such as cortisol signaling through the mineralocorticoid receptor (Vijayan et al., 2005; Prunet et al., 2006; Alsop and Vijayan, 2008) and activation of compensatory growth mechanisms, may be important for exercise-enhanced growth. For example, the GH/IGF axis and/or anabolic androgens moderating the hypertrophy of the white skeletal muscle may be involved. However, the androgen receptor was not differentially expressed in our study making a major role for anabolic androgens less plausible. 

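Expression of ar (ENSDARG00000067976), the androgen receptor gene, was 17.1 ± 4.55 CPM in non-exercised and 20.3 ± 1.20 CPM in exercised wild-type fish (SD, n = 3), a log2 fold change of 0.25 (standard error 0.216, adjusted p = 0.648 in edgeR's quasi-likelihood test). In Gr mutants it was 13.93 ± 4.78 and 19.2 ± 1.46 CPM, with 0.47 (standard error 0.302, adjusted p = 0.603). Between genotypes of exercised fish the log2 difference was -0.11, with an adjusted p of 0.771.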

We did find important differential regulation of growth factor expression which supports a major role for the GH/IGF axis in exercise-enhanced growth of zebrafish. Indeed, evidence has been provided for a pivotal role of the GH/IGF axis in exercise-enhanced growth of aquaculture fish such as coho salmon, rainbow trout, and Gilthead seabream (reviewed by Vélez et al., 2017).

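Expression of fgf13a (ENSDARG00000035056) was 10.5 ± 5.70 CPM in non-exercised and 29.6 ± 11.1 CPM in exercised wild-type fish (SD, n = 3), a log2 fold change of 1.5 (standard error 0.435, adjusted p = 0.189 in edgeR's quasi-likelihood test). Expression of igfbp1a (ENSDARG00000099351) was 6.03 ± 2.83 and 18.4 ± 18.6 CPM, with 228, 391 and 14 counts in the exercised replicates and a log2 fold change of 1.62 (standard error 0.936, adjusted p = 0.481). Its fc of 3.04 was 1.42 without exercised replicate 2. In Gr mutants igfbp1a had 0.46 (adjusted p = 0.852), which was -0.54 without exercised replicate 3. Expression of ghrb (ENSDARG00000007671), a growth hormone receptor gene, was 108 ± 75.8 and 34.7 ± 15.1 CPM in wild-type fish, a log2 fold change of -1.64 (standard error 0.535, adjusted p = 0.232), and its fc of 0.318 was 0.532 without non-exercised replicate 1. In mutants ghrb was 32.5 ± 6.04 and 48.4 ± 17.4 CPM, with 0.57 (adjusted p = 0.552). The interaction of ghrb was 2.22 (adjusted p = 0.49, edgeR). DESeq2 called fgf13a and ghrb in wild-type fish.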

## Conclusion

In conclusion, cortisol signaling cannot be considered as a main mechanism behind exercise-enhanced growth. Moreover, as Gr mutants could fulfil the long term exercise protocol, even at the highest speeds, cortisol signaling cannot even be considered as crucial in the functioning of the white muscle under exercise. However, we demonstrate that cortisol has large effects on the transcriptional response of the muscle tissue to exercise, suggesting that the physiology of the muscle is altered. Finally, we identified several Gr-independent transcriptional responses to exercise, which may be at the base of exercise-enhanced growth.

## Data Availability Statement

The raw data supporting the conclusions of this manuscript will be made available by the authors, without undue reservation, to any qualified researcher.

## Author Contributions

AP and MS conceived and designed the study. AP, SM, RD, and MS acquired the data. AP, RD, and MS analyzed and interpreted the data and drafted and reviewed the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

RD was employed by company ZF-Screens BV. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

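White muscle RNA was sequenced by the authors from wild-type and Gr mutant zebrafish, non-exercised or exercised for 4 weeks, with 3 libraries in each of the 4 groups and 12 libraries in total. The paper's methods give the total yield of reads per sample before alignment. The counts as deposited were made by the authors, who aligned single-end reads of 50 nucleotides to the zebrafish genome with TopHat, removed secondary alignments with SAMtools and counted the aligned reads on each gene with HTSeq, without normalization. The fold changes as deposited are ratios of group means, which the authors computed after dividing the counts by DESeq's size factors. The p-values as deposited, unadjusted and adjusted, are those of the authors' comparisons with DESeq, whose dispersion settings the paper's text does not name. There are 4 deposited comparisons of 6 libraries each (exercised against non-exercised in each genotype, and Gr mutant against wild-type fish at each exercise level), and 0 sample columns were left unused. The authors' fold changes were recomputed from the counts as a check, and the largest difference over the named genes was 6.5e-07 on the log2 scale. Their adjusted p-values differed from Benjamini-Hochberg values of their own p-values by at most 7.5e-06. Of the genes listed, 4927 had no count in any library, and 3392 identifiers share their symbol with another identifier.

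Counts on genes per library were 11403762, 11076993 and 13807501 in non-exercised wild-type replicates 1, 2 and 3, and 12936797, 12038120 and 12125487 in the exercised ones. They were 12126957, 13881344 and 13894240 in non-exercised Gr mutants and 12315951, 7688323 and 8606580 in exercised Gr mutants. A library with no count of a gene allows up to 3 counts, so a group in which each library held 3 counts or fewer was taken as the limit of detection. A fold change against such a group was computed against 3 counts and is a bound, and none is given where both groups are at this limit. Intervals of this kind cover counting error only. No library was a copy of another: replicates of a group differed by a chi-square of at least 27.6 per gene.

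R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood test after TMM normalization, on genes with at least 10 counts in at least 3 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction of exercise and genotype was tested over all 12 libraries in the same way. CPM values use TMM factors over all 12 libraries. Tests were two-sided unless stated otherwise. These choices, the gene lists and the rule for naming genes were made before the data were examined. Genes are named if the paper names them, if they are nr3c1, or if they are among the 3 largest rises and the 3 largest falls of a comparison past the threshold, with groups that do not overlap and a mean of at least 100 counts. Genes outside this rule are said to be so where they appear, apart from tpma, which a list written beforehand holds.

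Gene lists were tested with camera of limma on log2 CPM values (prior count 2) at a preset inter-gene correlation of 0.01, in lists with a tested gene, with adjustment over all 38 tests. The medians and the numbers of genes that were higher come from the group means of these log2 CPM values, and edgeR's fitted fold changes, a different measure, are named where given. There were 10 lists. The paper gave 3 of them: the genes of Table 1 and the text, the common genes of Figure 4, and the genes that the paper names as without a response to exercise. The study chose these by what they did with exercise in the same libraries, so a test of exercise on them as a set is fixed in advance, and its p-value is not given. These are 6 of the 38 tests. The other 7 were written from general knowledge: core clock genes, oocyte genes, erythrocyte genes, slow muscle genes, glucocorticoid responsive genes, genes of muscle atrophy and ubiquitin ligases, and collagens. Genes of the oocyte, erythrocyte and slow muscle lists can also be transcribed in white muscle or its vessels, so a list names a candidate source of RNA and no more. The median of a list is that of the differences in mean log2 CPM between both groups.

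The tests were tried on simulated counts with the depth of these libraries and 200 changed genes. The quasi-likelihood test called 98% of the changed genes with 4 false calls among 14659 genes, limma 98% with 4 false calls, and DESeq2 98% with 10 false calls. The interaction test called 75% with 9 false calls. With camera, 3 of 200 random lists of unchanged genes had an unadjusted p-value under 0.05. The simulated genes were drawn independently of each other, so this does not test camera on lists of co-regulated genes.

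The alternatives were an unadjusted p-value under 0.05 and an adjusted p-value under 0.1, DESeq2, limma on log2 values, DESeq's size factors in place of TMM, genes with at least 1 count or with at least 50 counts in at least 3 libraries, a fit over all 12 libraries, a replicate block, each library left out in turn, and the authors' deposited p-values. For gene lists they were fry and an estimated inter-gene correlation. The original test of DESeq, written anew for the counts with the dispersion taken from the mean alone or as the larger of the fitted dispersion and that of the gene, was added after the data had been seen, as were counts of shared genes by the authors' p-values and by a combination of settings. On the simulated counts, which gave every gene the same dispersion, it called 97.5% of the changed genes with 3 false calls. The median log2 fold change of all genes moved most between genotypes in non-exercised fish, from 0.0476 with TMM to 0.0131 with DESeq's size factors. Alternatives for values that are not counts, such as other pseudocounts, were not run, since the deposited values are counts. Growth, swimming performance and cortisol were not analysed here, nor was gene ontology.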

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

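All tests of an explanation in this part, and all counts of other splits of the libraries, were chosen only after the result was seen.

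The paper compares exercised with non-exercised fish and gives no number of genes for the difference between Gr mutants and wild-type fish at the same exercise level. In this comparison 35 of 15011 genes passed the threshold in non-exercised fish (7 higher and 28 lower in mutants) and 426 of 14106 in exercised fish (92 higher and 334 lower), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. There were 23 genes in both sets, all 23 with the same direction. The real groups gave as many genes in 1 of the 10 splits of the 6 libraries in non-exercised fish and in 1 of the 10 splits in exercised fish, where the highest count of another split was 1 each time, and 10 splits cannot give a share under 0.1. Without 1 library, the count in non-exercised fish was 21, 0 and 0 without wild-type replicates 1, 2 and 3 and 55, 1 and 544 without mutant replicates 1, 2 and 3. In exercised fish it was 172, 69 and 508 without wild-type replicates 1, 2 and 3 and 190, 6 and 26 without mutant replicates 1, 2 and 3. If variants linked to the nr3c1 mutation were the main cause, most of the genes would lie on chromosome 14 with nr3c1. Of the 426 genes in exercised fish, 346 (81.2%) could be placed, and 18 of these (5.2%) lay on that chromosome against 3.71% of the other tested genes (Fisher's exact test, one-sided, p = 0.102), which argues against it. A loss of regulation by Gr was tested on glucocorticoid responsive genes alone (below), and whether it accounts for the other genes was not tested. A difference in the parents of both genotypes stays open as an untested biological explanation.

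By the rule for naming genes, the largest falls in mutants were fkbp5 (ENSDARG00000028396) in both comparisons, csrp1b and si:ch211-89o9.4 in non-exercised fish, and GSTK1 (3 of 4) and klf9 in exercised fish. Expression of fkbp5 was 366 ± 252 and 427 ± 366 CPM in non-exercised and exercised wild-type fish and 1.28 ± 0.315 and 0.818 ± 0.368 CPM in mutants. Its log2 difference was -8.14 (adjusted p = 0.0189, edgeR) and -8.95 (adjusted p = 0.0139, edgeR). The calls of fkbp5 were lost without wild-type replicate 2 or 3 or mutant replicate 2 in non-exercised fish, and without mutant replicate 2 or 3 in exercised fish. Expression of klf9 (ENSDARG00000068194) in exercised fish was 41.1 ± 32.3 CPM in wild-type fish and 0.423 CPM in mutants (8, 2 and 2 counts), with a log2 difference of -6.48 (adjusted p = 0.0232, edgeR). Its call was lost without any 1 of the mutant libraries, and without any 1 of the wild-type ones it was below the count filter. The log2 difference was -6.17 for csrp1b (adjusted p = 0.0113), -6.07 for si:ch211-89o9.4 (adjusted p = 0.0493) and -10.37 for GSTK1 (3 of 4) (adjusted p = 0.000641, edgeR). The call of csrp1b held without any 1 of the mutant libraries and that of si:ch211-89o9.4 only without mutant replicate 3, and both genes were below the count filter without any 1 of the wild-type libraries. GSTK1 (3 of 4) passed in all 6 omissions. By the same rule, the largest rises were those of mvp and lum in non-exercised fish, with 2.62 (adjusted p = 0.0493) and 1.94 (adjusted p = 0.0438), and of f13a1a.1, pvalb1 and GSTK1 (1 of 4) in exercised fish, with 10.94 (adjusted p = 9.8e-05), 2.54 (adjusted p = 0.0184) and 2.47 (adjusted p = 0.0339). Of the 6 omissions, mvp passed only without mutant replicate 3, lum only without mutant replicate 1 or 3, and GSTK1 (1 of 4) only without mutant replicate 1, and pvalb1 lost its call without mutant replicate 2 or 3. That of f13a1a.1 held without any 1 of the wild-type libraries, and without any 1 of the mutant ones the gene was below the count filter. Expression of f13a1a.1 in non-exercised libraries also ranged from 2 to 547 counts in wild-type fish and from 0 to 757 counts in mutants. GSTK1 (3 of 4) had 18048 counts in non-exercised wild-type replicate 3 and 4303 in non-exercised mutant replicate 3, against at most 322 in the others of these groups.

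In the list of 23 glucocorticoid responsive genes, 20 were tested in each genotype comparison. In mutants, 3 of 20 were higher in non-exercised fish, with a median log2 difference of -2.25 (adjusted p = 1.28e-11, camera), and 2 of 20 in exercised fish, with -1.79 (adjusted p = 3.91e-07, camera). With 1 library left out the medians ran from -2.52 to -1.87 and from -2.43 to -1.39, and all calls held. With DESeq's size factors they were -2.28 and -1.80. Both calls were lost with the inter-gene correlation estimated from the data, and that in exercised fish also under fry. A loss of regulation by Gr is a candidate explanation, since it needs these genes to be lower in mutants as a set, and a difference in the parents of both genotypes stays open as untested. In edgeR's test, 1 gene passed over all genes and 13 when adjusted over the list alone in non-exercised fish, and 5 and 14 did so in exercised fish. Summed expression was between 1422 and 2783 CPM in non-exercised wild-type libraries and 372, 215 and 1016 CPM in non-exercised mutant libraries. With exercise, 10 of 20 were higher in wild-type fish (13 by edgeR's fitted fold changes, whose median was 0.28), with a median of 0.02 (adjusted p = 0.917, camera), which was 0.76 without exercised replicate 3, where the set passed the threshold, and -0.26 without exercised replicate 2. In mutants 13 of 19 were higher (11 by edgeR's fitted fold changes), with a median of 0.29 (adjusted p = 0.237, camera), which was 0.95 without non-exercised replicate 1, where the set passed, and 0.02 without non-exercised replicate 2. For single genes with exercise, 1 passed over all genes and 1 adjusted over the list alone in wild-type fish, and 0 and 2 did so in mutants, where 5 had an unadjusted p-value under 0.05. The list was written for this purpose, and 1 of its genes also stands in the core clock list and 2 in the atrophy list.

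Core clock genes made up 13 of the 54 genes past the threshold for exercise in wild-type fish, of 37 tested, and the paper does not discuss them as a group. These 13, of which all but rorcb, nr1d1 and per1a are outside the rule for naming genes and were chosen after their values were seen, were rorcb, nr1d1, cry3, dbpa, per1b, ciarta, arntl1a, nfil3-2, per1a, cry2a, tefa, cry5 and hlfa, with log2 fold changes from -4.44 for nr1d1 to 5.62 for rorcb. Adjusted over the list alone, 21 passed and 23 had an unadjusted p-value under 0.05. Of the 43 genes in the list, 3 also stand in Figure 4. As a set with 17 of 37 higher, the list had a median log2 change of -0.20 (adjusted p = 0.0714, camera), and it passed the threshold without exercised replicate 1 or 2, with a median of -0.43 each time, while the median was 0.03 without exercised replicate 3. Genes of the clock go in opposite directions, so the median says little. In mutants 19 of 38 were higher (18 with DESeq's size factors and 17 by edgeR's fitted fold changes), with a median of -0.01 (adjusted p = 0.5, camera), between -0.15 without non-exercised replicate 2 and 0.11 without exercised replicate 1. In the mutants 0 passed over all genes, 6 adjusted over the list alone, and 14 had an unadjusted p-value under 0.05. Between genotypes the median was -0.23 without exercise (16 of 38 higher, 18 by edgeR's fitted fold changes, adjusted p = 0.0108, camera), from -0.70 without mutant replicate 1 to -0.36 without mutant replicate 2. It was -0.06 with exercise (15 of 37 higher, 16 by edgeR's fitted fold changes, adjusted p = 0.54, camera), from -0.21 without wild-type replicate 3 to 0.08 without mutant replicate 2. In each genotype comparison 2 core clock genes passed over all genes, and 8 and 4 adjusted over the list alone. A candidate explanation is a difference in the time of sampling between the groups. Such a difference does not need clock genes to shift among libraries of 1 group, so values within a group do not test it. Of the 13 genes, non-exercised mutant replicates 1, 2 and 3 had 1, 7 and 12 nearer to exercised than to non-exercised wild-type fish. Exercised mutants had 13, 13 and 12. The paper's text gives no time of sampling for single fish, and exercised and non-exercised fish were kept in different tunnels, so time of sampling and an effect of exercise on the clock cannot be told apart.

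Genes of the oocyte list had a summed expression of 338 CPM (2435 counts) in exercised mutant replicate 3 and between 0.752 and 31.8 CPM in the other 11 libraries. The highest, chosen after their values were seen, were zp2.3 with 49.9 CPM, zp2.1 with 46.1 CPM, zp2.5 with 42.2 CPM and zp3b with 35.7 CPM. RNA from oocytes in that sample is a candidate explanation, and all 16 genes of the list with at least 10 counts in a library were highest in it, each more than 3 times over every other library. A response of the muscle to exercise in mutants should also raise the other exercised mutants, and the higher of these had 1.82 CPM, within the range of the non-exercised mutants of 1.57 to 2.43 CPM, which argues against it. Only 1 oocyte gene was tested between exercised and non-exercised mutants, with a log2 change of 1.65 (adjusted p = 0.412, camera) that was 2.89 without exercised replicate 2, and 1 between genotypes without exercise, with -0.79 (adjusted p = 0.412, camera) and -1.41 without wild-type replicate 1. In the interaction 0 genes of the list passed over all genes, while 7 passed adjusted over the list alone and 7 had an unadjusted p-value under 0.05. In non-exercised fish, where RNA of oocytes was low, 1 of the 20 genes reached the count filter. The authors' deposited values call 15 genes of this list in mutants with exercise and 15 between genotypes with exercise, all higher in exercised mutants. A stage of the ovary that differed among fish stays open, since the sex of the fish of each library was not analysed here.

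Genes of the erythrocyte list had a summed expression of 3308 CPM (33979 counts) in exercised wild-type replicate 2, and between 198 and 635 CPM in the other 11 libraries. The highest, likewise chosen after their values were seen, were ba1 with 1390 CPM, hbaa1 with 1010 CPM and ba1l with 565 CPM. Blood in that sample is a candidate explanation, and 12 of the 14 genes with at least 10 counts in a library were highest in it, 9 of them by more than 3 times. Of the 17 genes, 12 also reached the count filter in non-exercised fish, so part of this RNA is present in all libraries. The other exercised wild-type replicates had 635 and 263 CPM, the former above and the latter within the range of the non-exercised ones of 207 to 477 CPM, so a rise with exercise in blood flow or in the number of erythrocytes was not seen in all fish but stays open as untested. Between genotypes with exercise, 0 of 11 were higher in mutants, with a median log2 difference of -1.16 (adjusted p = 0.0188, camera), and without wild-type replicate 2 it was -0.17 and the call was lost, while it was -1.90 without wild-type replicate 3. None of the 11 passed over all genes or adjusted over the list alone in edgeR's test, and 8 had an unadjusted p-value under 0.05. Between exercised and non-exercised mutants 2 of 10 were higher (1 by edgeR's fitted fold changes), with a median of -0.19 (adjusted p = 0.399, camera), from -0.61 without non-exercised replicate 2, where the set passed the threshold, to -0.02 without non-exercised replicate 3, and 0 genes had an unadjusted p-value under 0.05.

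Every exercised mutant had more counts of pgr than every non-exercised one, with a ratio of means of 18.4, while in wild-type fish all counts lay in non-exercised libraries. The ratio in mutants ran from 12.2 without non-exercised replicate 3 to 22.6 without exercised replicate 2, and without non-exercised replicate 1 the expression was at least 7.97-fold higher. The difference between both genotypes was not tested at the count filter, and without a filter its adjusted p was 0.321 (edgeR). The counts, at most 21 in a library, are too few to weigh a technical against a biological explanation, and a response to exercise that differs with Gr stays open.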

How the results depend on the processing

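The number of genes past the threshold changed with the test and the threshold. For exercise in wild-type fish (54 genes), exercise in Gr mutants (0), genotype in non-exercised fish (35) and genotype in exercised fish (426), an unadjusted p-value under 0.05 gave 2028, 1537, 2589 and 2746 genes and an adjusted p-value under 0.1 gave 184, 3, 163 and 1118. DESeq2 gave 395, 105, 726 and 944 genes, the authors' deposited adjusted p-values 351, 477, 687 and 708, and their unadjusted ones 1594, 1577, 2338 and 2011. Genes with at least 1 count gave 142, 4, 126 and 505 genes, and 50 counts 68, 0, 37 and 598. Fitting all 12 libraries together gave 45, 6, 216 and 375 genes. DESeq's size factors gave 52, 0, 34 and 412 genes and limma 65, 2, 48 and 466. The original DESeq test with the dispersion from the mean alone, chosen after seeing the data, gave 479, 542, 1061 and 1043 genes, and with the larger dispersion, likewise chosen after seeing the data, 101, 12, 115 and 193. For exercise in mutants the former test gave 450, 333 and 790 genes without non-exercised replicates 1, 2 and 3 and 413, 416 and 184 without exercised replicates 1, 2 and 3. Apart from thresholds and filters, which change what is counted by construction, the cause was not tested.

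With 1 library left out and edgeR's test, the number of genes ran from 7 to 32 for exercise in wild-type fish, from 0 to 58 for exercise in mutants, from 0 to 544 for genotype in non-exercised fish and from 6 to 508 for genotype in exercised fish. The 58 genes came without non-exercised replicate 3 and the 544 without that same library. The 508 came without exercised wild-type replicate 3. The cause of the rises to 544 and 508 was not tested. The highest number over all fits without a library in mutants was 790, from the added test named above.

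For the interaction, 0 genes passed with each library left out (from 0 to 0), without a filter and with 50 counts. An unadjusted p-value under 0.05 gave 1347 genes and DESeq2 32. Of the genes shared by both exercise comparisons, 0 passed here, and an unadjusted p-value under 0.05 gave 373, no count filter 2, DESeq2 23, and, chosen after seeing the data, the authors' deposited values 91 and the original DESeq test 121. The omission of 1 library gave from 0 to 4 shared genes with edgeR, where 4 came without non-exercised mutant replicate 3. The authors' wild-type calls set beside the original DESeq test in mutants, a combination chosen after seeing the data, gave 102 shared genes with all libraries, 94, 67 and 123 without non-exercised mutant replicates 1, 2 and 3 and 80, 77 and 37 without exercised mutant replicates 1, 2 and 3. Over all these omissions the number ran from 0 to 123. Of 38 tests of gene lists, 15 passed with camera, 4 of them tests of exercise on lists that the study chose by it. Without the 6 such tests, a choice made after seeing the data, 11 of 32 passed with camera and 2 with fry. Of all 38, 6 passed with fry, 0 with an estimated correlation and from 14 to 18 with 1 library left out. With DESeq's size factors, a choice for the lists made after seeing the data, 16 passed, which were the 15 and collagens between genotypes without exercise. Of the 32, 12 passed with these factors, and 11 did when adjusted over the 32 alone.

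With the replicate number as a replicate block, 4, 0, 0 and 223 genes passed in the 4 comparisons and 0 in the interaction, and 16 tests of gene lists passed. The numbers do not pair the samples: the correlation between libraries of the same number after removal of group means was over 0.1 in 1 of 12 pairs (from -0.121 to 0.165). A block spends degrees of freedom on the numbers, so fewer calls say nothing on the size of an effect. On simulated counts this did not lower the calls: of 200 changed genes, 197 were called with a block and 196 without it. What lowered the calls here was not tested. Of 129 results for named genes, 115 kept their direction and side of the threshold under it, 13 kept the direction and lost the call, and mb in mutants went from -0.17 to 0.24.

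Of the same 129 results, 103 kept direction and side of the threshold with DESeq2, 25 passed the threshold in addition and 1, ogfrl1 in wild-type fish, got no adjusted p there and lost its call. With limma 125 were kept, 2 passed in addition and 2 changed direction: mb in mutants from -0.17 to 0.18 and pax7b in wild-type fish from 0.04 to -0.014. With DESeq's size factors 126 were kept, 2 lost the call and 1 changed direction, pax7b in mutants from 0.01 to -0.0049. Over the omissions of single libraries, 633 of 747 values were kept, 70 lost the call, 4 gained one and 40 changed direction, over 17, 4 and 22 results. With tests of exercise on lists that the study chose by it set aside, 11 calls of gene lists remained. Among these is the Table 1 list between genotypes of exercised fish. Of their 66 values with 1 library left out, 61 kept the call. Of 403 ratios of means with 1 library left out, 390 moved by less than the spread between replicates. That spread could exceed the ratio itself, as for col10a1b in mutants with exercise (ratio 23.9, SD 34.7). The count thus says little on how stable the ratios were.

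Some results changed direction when a library was left out, and the cause was not tested. In wild-type fish with exercise the log2 fold change over these fits ran from -0.31 to 2.73 for myo3a, from -2.70 to 0.28 for col10a1b, from -2.44 to 0.44 for ENSDARG00000039243, from -0.35 to 0.25 for pax7b, from -0.64 to 0.0023 for mef2aa, from -0.091 to 0.30 for mef2cb, from -0.20 to 0.054 for prkab1b and from -1.27 to 0.91 for ppargc1a. In mutants with exercise it ran from -0.54 to 1.29 for igfbp1a, from -1.89 to 0.028 for myhb, from -1.85 to 1.14 for myo3a, from -0.80 to 1.09 for mb, from -2.18 to 0.51 for dbpb, from -2.81 to 1.28 for mfsd2ab, from -0.027 to 0.53 for pax7a and from -0.17 to 0.28 for pax7b. It ran from -0.60 to 0.11 for prkab1a, from -0.43 to 0.16 for prkab1b, from -0.25 to 0.30 for prkag2a, from -0.10 to 0.46 for prkag2b and from -0.62 to 0.16 for ppargc1a in the same comparison. For mtor between genotypes without exercise it ran from -0.026 to 0.22. Low counts limit igfbp6a, pgr, apip and pigrl2.3, which were below the count filter in both exercise comparisons, ogfrl1 in mutants and greb1 in wild-type fish.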

Differences from the paper's values

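In wild-type fish the paper reports 351 genes as changed by exercise, and 54 passed the threshold here. Of the alternatives set before the data were examined, DESeq2 with 395 and the authors' deposited adjusted p-values with 351 fell within 1.5 times of the paper's number, and the others did not. The original DESeq test with the dispersion from the mean alone, chosen after seeing the values, gave 479. The paper's 192 upregulated genes were 33 here, 211 with DESeq2, 192 by the authors' deposited values and 254 with the original DESeq test, which was chosen after seeing the values. The paper's 159 downregulated genes were 21 here, 184 with DESeq2, 159 by the authors' deposited values and 225 with the original DESeq test, chosen after seeing the values.

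In Gr mutants the paper reports 183 changed genes, and 0 passed here, where 1537 had an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap. The original DESeq test with the dispersion from the mean alone, chosen after seeing the values, gave 542 with all libraries, 450, 333 and 790 without non-exercised replicates 1, 2 and 3 and 413, 416 and 184 without exercised replicates 1, 2 and 3. The paper's 49 upregulated genes were 0 here and 62 with DESeq2, which falls within 1.5 times of the paper's number, and with the original DESeq test, chosen after seeing the values, they were 285 with all libraries, 253, 188 and 342 without non-exercised replicates 1, 2 and 3 and 294, 256 and 55 without exercised replicates 1, 2 and 3. The paper's 134 downregulated genes were 0 here, and none of the alternatives set before the data were examined closed the gap. The original DESeq test, chosen after seeing the values, gave 257 downregulated genes with all libraries, 197, 145 and 448 without non-exercised replicates 1, 2 and 3 and 119, 160 and 129 without exercised replicates 1, 2 and 3.

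The paper reports 36 shared genes, 20 of these in the same and 16 in opposite directions, and 0 genes were shared here, 0 in the same and 0 in opposite directions (373 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed the gap for the shared genes or for those in opposite directions, and DESeq2 gave 23 in the same direction. The authors' wild-type calls set beside the original DESeq test in mutants, a combination chosen after seeing the values, gave 102 shared genes with all libraries, 40 in the same and 62 in opposite directions. Without exercised mutant replicate 3 the combination, chosen after seeing the values, gave 37 shared genes, 21 in the same and 16 in opposite directions. Without non-exercised mutant replicates 1, 2 and 3 it gave 94, 67 and 123 shared genes, of which 32, 17 and 60 were in the same and 62, 50 and 63 in opposite directions. Without exercised mutant replicates 1 and 2 it gave 80 and 77, of which 21 and 18 were in the same and 59 each time in opposite directions. The authors' deposited values in both genotypes, a count also chosen after seeing the values, gave 30 shared genes in the same direction. The paper's 315 genes specific to wild-type fish were 54 here and 372 with DESeq2. By settings chosen after seeing the values they were 260 with the authors' deposited values, 358 with the original DESeq test and 249 with the combination, which gave 257, 284 and 228 without non-exercised mutant replicates 1, 2 and 3 and 271, 274 and 314 without exercised mutant replicates 1, 2 and 3. The paper's 147 genes specific to mutants were 0 here, none of the alternatives set before the data were examined closed the gap, and the combination chosen after seeing the values gave 440 with all libraries, 356, 266 and 667 without non-exercised mutant replicates 1, 2 and 3 and 333, 339 and 147 without exercised mutant replicates 1, 2 and 3.

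The paper reports 9 upregulated collagens in wild-type fish, and 4 passed here. Of the alternatives set before the data were examined, the authors' deposited adjusted p-values with 9, no count filter with 10 and at least 50 counts with 6 fell within 1.5 times of the paper's number, while DESeq2 gave 15, limma 5, DESeq's size factors 3, all 12 libraries in 1 fit 1, the replicate block 0, and the omission of 1 library 1 without exercised replicate 1 and 0 without any of the other 5. Collagens at an adjusted p-value under 0.1 were not counted here, so whether that alternative fell within 1.5 times is left open. The original DESeq test, chosen after seeing the values, gave 10 with the dispersion from the mean alone and 9 with the larger dispersion. The paper's 1 upregulated collagen in mutants, col10a1b, was 0 here (9 collagens at an unadjusted p-value under 0.05). Leaving out non-exercised replicate 3 gave 1, which was col11a2, DESeq2 called 2, col10a1b and col19a1 (the latter outside the rule for naming genes and chosen after its values were seen), the authors' deposited values call 4, and the original DESeq test, chosen after seeing the values, gave 4 with all libraries, 1, 2 and 11 without non-exercised replicates 1, 2 and 3 and 3, 4 and 1 without exercised replicates 1, 2 and 3.

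Of the 19 genes of Table 1 and the text that the paper reports as changed in wild-type fish, 4 passed here: ogfrl1, col11a1b, col1a2 and col5a1. DESeq2 called these without ogfrl1, and also called fgf13a, osgn1, ghrb, mb, col11a2, col8a1b, col1a1a, col1a1b, col6a1 and col6a2. Without a count filter col8a1b, col1a1a, col1a1b, col6a1 and col6a2 passed, with at least 50 counts col8a1b and col1a1a, with limma col1a1a, and with all 12 libraries in 1 fit col8a1b. The genes gas7a, igfbp1a, myhb, myo3a and TPM1 (2 of 2) passed by the authors' deposited values. They also passed in the original DESeq test with the dispersion from the mean alone, chosen after seeing the values, which called all 19. Of the alternatives set before the data were examined, no other with an adjusted p-value under 0.05 called them. With an adjusted p-value under 0.1, gas7a passed in edgeR's test. An unadjusted p-value under 0.05 was found in edgeR's test for 17 of the 19 genes. With the larger dispersion, likewise chosen after seeing the values, the original DESeq test called 12, which were osgn1, gas7a, ogfrl1 and the 9 collagens. Of the genes that the paper reports as changed in mutants, osgn1, igfbp6a, greb1, col10a1b and pgr, none passed here. DESeq2 called osgn1, greb1 and col10a1b, and the original DESeq test with the dispersion from the mean alone, chosen after seeing the values, called all 5.

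Of the 15 common genes drawn in Figure 4, asb15b, nr1d1 and si:dkey-184p9.7 passed here in wild-type fish and 0 in mutants, where 9 had an unadjusted p-value under 0.05. In wild-type fish DESeq2 also called nfil3-5, fbxo32, cdkn1d, tp53inp1, dbpb and ptgr1, nfil3-5 and tp53inp1 passed without a count filter, and ptgr1 passed without non-exercised replicate 1. The authors' deposited values and the original DESeq test with the dispersion from the mean alone, chosen after seeing the values, called the rest, which were trim63a, apip, pigrl2.3, CLEC4A, mfsd2ab and ENSDARG00000039243, and the larger dispersion, also chosen after seeing the values, called apip. In mutants DESeq2 called cdkn1d, tp53inp1, trim63a, nr1d1 and si:dkey-184p9.7, the fit without non-exercised replicate 3 called tp53inp1 and si:dkey-184p9.7, and limma, no count filter and all 12 libraries in 1 fit each called si:dkey-184p9.7. The authors' deposited values call 12 of the 15 in mutants and not fbxo32, ptgr1 and mfsd2ab. The original DESeq test with the dispersion from the mean alone, chosen after seeing the values, called 13, all but ptgr1 and mfsd2ab, and all 15 without exercised replicate 3. It called ptgr1 also without non-exercised replicate 3. With the larger dispersion, likewise chosen after seeing the values, it called cdkn1d, tp53inp1, trim63a and si:dkey-184p9.7.

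The fold changes of the 19 genes in wild-type fish equal the paper's after rounding. In mutants, those of osgn1, igfbp6a, greb1, col10a1b and pgr equal the paper's after rounding without exercised replicate 3, and 0 of these 5 do with all libraries. With any other mutant library left out, 0 of these 5 do either. The paper's values for these genes are thus met only without exercised replicate 3, which its text does not name as left out. For gas7a in wild-type fish and igfbp6a in mutants, the equal values are plain ratios against a group at the limit of detection. As bounds, gas7a was at least 5.76-fold higher. Without exercised replicate 3, igfbp6a was at least 7.54-fold higher. In Figure 4, read by eye, the mutant fold change is about 5.4 for nfil3-5, about 0.22 for ptgr1 and about 0.14 for mfsd2ab, and the values here were 10.25, 0.438 and 0.884, or 5.42, 0.22 and 0.14 without exercised replicate 3. The paper shows mfsd2ab as changed in mutants, and its log2 fold change here was -0.13 with an adjusted p of 0.981 (edgeR). The text and Table 1 of the paper give different fold changes for greb1, and that of the text is the one Table 1 gives for col10a1b. The value of greb1 here was 8.31. The paper describes ppargc1a among genes without regulation, and between genotypes of exercised fish it passed the threshold here, with a log2 difference of -3.03 (adjusted p = 0.0281, edgeR).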

Other observations

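All tests of an explanation in this part, and all counts of other splits of the libraries, were chosen only after the result was seen.

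The authors' deposited adjusted p-values call 351 genes in wild-type fish where edgeR called 54, and 477 in Gr mutants where edgeR called 0. A candidate explanation is that the authors' p-values take the spread of each gene from its mean alone. A test built that way, added after the data had been seen, called 479 genes in wild-type fish, and all 351 of the authors' genes were among them. In mutants it called 542 genes, which held all 477 of the authors' genes. Such a test does not see a single library that differs from the rest, and 251 of the authors' 477 genes had over 80% of their reads in 1 library, 180 of them in exercised replicate 3, 53 in non-exercised replicate 1 and 13 in non-exercised replicate 2. Between genotypes the authors' values call 687 genes without and 708 with exercise, of which 358 (52.1%) and 366 (51.7%) have groups that do not overlap, where chance gives 10% in genes not chosen by a test on the same libraries.

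No gene passed the threshold for exercise in Gr mutants. The lower depth of the exercised mutant libraries should also limit their comparison with exercised wild-type fish, and 426 genes passed there, which argues against depth as the whole cause. The spread that non-exercised mutant replicate 3 adds is a candidate explanation, since 58 genes passed without this library and 0 without any of the other 5. This library was nearest to exercised mutant replicate 1 by Pearson's r over log2 CPM across genes (0.944), and exercised wild-type replicate 1 was nearest to non-exercised wild-type replicate 3 (0.936). Exercised mutant replicate 1 was in turn nearest to it, and the other 9 libraries were nearest to a library of their own group. An exchange of samples was not tested. The TMM factors of non-exercised mutant replicates 1, 2 and 3 were 1.4, 1.25 and 0.779.

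The number of genes past the threshold for exercise in wild-type fish was reached by 1 of the 10 splits of the 6 libraries, the real one, and the highest of the others was 0. In mutants all 10 splits gave as many as the real 0, and 1 of them gave 9. For the interaction all 100 drawn splits of 200 gave as many as the real 0, and the highest gave 7. All 100 pairs of splits gave as many shared genes as the real 0. Any split reaches a count of 0, so for mutants, the interaction and the shared genes these shares were fixed in advance. Of 200 pairs of splits, 19 gave as high a correlation of both exercise responses as the real one, and the highest was 0.352. The 50 genes of 52 with the same direction in mutants were reached by 1 of 20 regroupings of the mutant libraries, the real one, with 49 as the next and a median of 26, and 20 regroupings cannot give a share under 0.05. For gene lists past the threshold with exercise, the lists that the study chose by exercise were left out. Then 8 of the 10 splits gave as many as the real 2 in wild-type fish with exercise (highest other 5). In mutants with exercise, 6 of the 10 gave as many as the real 3 (highest other 4). Between genotypes, where the study's lists were kept, it was 8 of the 10 for the real 2 without exercise (highest other 6). With exercise it was 2 of the 10 for the real 4 (highest other 5), among which was the Table 1 list. Lists of co-regulated genes thus often passed under splits with no meaning in the design.

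Collagens were also compared between genotypes. In non-exercised fish 29 of 44 were higher in mutants (28 with DESeq's size factors, where the set passed the threshold over 38 tests, with an adjusted p of 0.046), with a median log2 difference of 0.38 (adjusted p = 0.052, camera), which was 0.651 without mutant replicate 1, 0.132 without mutant replicate 3, and past the threshold without mutant replicate 1 or wild-type replicate 2. In exercised fish 38 of 44 were higher, with a median of 0.54 (adjusted p = 3.91e-07, camera) that stayed between 0.468 and 0.667 with any library left out. This call was lost under fry and with the inter-gene correlation estimated from the data. In edgeR's test, 0 collagens passed over all genes without exercise, 1 adjusted over the list alone and 16 at an unadjusted p-value under 0.05, and with exercise 2 passed over all genes and 6 adjusted over the list alone. For the interaction 0 of 46 passed over all genes, 1 adjusted over the list alone and 3 at an unadjusted p-value under 0.05. The genes of Table 1 had medians of 0.88 without exercise (12 of 18 higher, adjusted p = 0.132, camera) and 0.53 with exercise (15 of 22 higher, adjusted p = 0.0108, camera). The former was 0.407 without mutant replicate 3 and passed the threshold without mutant replicate 1, and the latter lost its call without mutant replicate 1 or 3, with medians between 0.504 and 0.743 over the 6 omissions. Over single genes of Table 1, 0 passed over all genes, 6 adjusted over the list alone and 11 at an unadjusted p-value under 0.05 without exercise, and 2 and 11 with exercise. The list of Table 1 was chosen by the study on these libraries, so neither its tests as a set nor its counts over the list alone are independent evidence, as for Figure 4.

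The genes of Figure 4 had medians of -0.09 without exercise (5 of 12 higher in mutants, but 7 and a median of 0.32 by edgeR's fitted fold changes, adjusted p = 0.202, camera) and -0.36 with exercise (6 of 13 higher, adjusted p = 0.389, camera). The former ran from -0.46 without mutant replicate 2 to -0.04 without wild-type replicate 2, and the latter from -0.72 without wild-type replicate 2 to 0.0084 without wild-type replicate 1. Without exercise 0 passed over all genes, 2 adjusted over the list alone and 4 at an unadjusted p-value under 0.05, and with exercise 1 passed over all genes and 3 adjusted over the list alone. Slow muscle genes had medians of 0.38 without exercise (13 of 16 higher, 12 with DESeq's size factors and 10 by edgeR's fitted fold changes, adjusted p = 0.45, camera) and -0.21 with exercise (5 of 16 higher, 4 by edgeR's fitted fold changes, adjusted p = 0.711, camera). The median without exercise was 0.737 and -0.276 without wild-type replicates 2 and 3, where the set passed the threshold, and that with exercise was 0.496 without wild-type replicate 1, where it passed, and 0.315 without mutant replicate 3. Without exercise 0 genes of slow muscle had an unadjusted p-value under 0.05, and with exercise 1 passed over all genes and 1 adjusted over the list alone. The atrophy list had medians of -0.16 without exercise (9 of 24 higher, adjusted p = 0.202, camera) and 0.11 with exercise (13 of 25 higher, adjusted p = 0.54, camera). They ran from -0.418 without mutant replicate 2 to -0.01 without mutant replicate 3, with a call without wild-type replicate 2, and from 0.0084 without wild-type replicate 1 to 0.207 without wild-type replicate 2. Without exercise 0 passed over all genes, 2 adjusted over the list alone and 7 at an unadjusted p-value under 0.05, and with exercise 2 and 5 passed.

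The genes that the paper names as without a response had medians of -0.16 without exercise (9 of 20 higher in mutants, adjusted p = 0.237, camera) and -0.09 with exercise (9 of 20 higher, adjusted p = 0.926, camera). They ran from -0.34 without wild-type replicate 1 to 0.03 without wild-type replicate 2, and from -0.10 without wild-type replicate 3 to 0.12 without mutant replicate 3. Without exercise 0 passed over all genes or adjusted over the list alone and 3 had an unadjusted p-value under 0.05. With exercise ppargc1a passed, and its call was lost without wild-type replicate 2 or any 1 mutant library, with a log2 difference between -3.54 and -2.38 over the 6 omissions. Without exercise ppargc1a did not pass, but its log2 difference was -3.49, between -3.98 and -1.95 over the 6 omissions. Erythrocyte genes in non-exercised fish had a median of 0.34 (10 of 12 higher, 9 by edgeR's fitted fold changes, adjusted p = 0.412, camera), from -0.04 without wild-type replicate 2 to 0.62 without wild-type replicate 3, with a call without mutant replicate 2, and 0 of them had an unadjusted p-value under 0.05.

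Summed expression of slow muscle genes was 6235, 6755 and 1436 CPM in non-exercised wild-type replicates 1, 2 and 3 and 8945, 1770 and 2140 CPM in the exercised ones. It was 3709, 4487 and 4945 CPM in non-exercised mutants and 4041, 3340 and 1680 CPM in exercised mutants. Relative to the other slow muscle genes, mb was 1.48, 1.25 and 4.65% in non-exercised and 5.72, 5.44 and 10.5% in exercised wild-type replicates, and the log2 ratio of these means was 1.55. In mutants it was 0.378, 0.929 and 3.12% without and 2.65, 1.65 and 1.35% with exercise.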
